# Beta cells deficient for *Renalase* counteract autoimmunity by shaping natural killer cell activity

**DOI:** 10.3389/fimmu.2024.1403752

**Published:** 2024-06-04

**Authors:** Kevin Bode, Siying Wei, Isabella Gruber, Jian Li, Stephan Kissler, Peng Yi

**Keywords:** autoimmunity, type 1 diabetes, transplantation, beta cell, NK cell, CD47, Ceacam1, Tgfβ1

## Abstract

Type 1 diabetes (T1D) arises from autoimmune-mediated destruction of insulin-producing pancreatic beta cells. Recent advancements in the technology of generating pancreatic beta cells from human pluripotent stem cells (SC-beta cells) have facilitated the exploration of cell replacement therapies for treating T1D. However, the persistent threat of autoimmunity poses a significant challenge to the survival of transplanted SC-beta cells. Genetic engineering is a promising approach to enhance immune resistance of beta cells as we previously showed by inactivating the *Renalase* (*Rnls*) gene. Here, we demonstrate that *Rnls* loss of function in beta cells shapes autoimmunity by mediating a regulatory natural killer (NK) cell phenotype important for the induction of tolerogenic antigen-presenting cells. *Rnls*-deficient beta cells mediate cell**–**cell contact-independent induction of hallmark anti-inflammatory cytokine Tgfβ1 in NK cells. In addition, surface expression of regulatory NK immune checkpoints CD47 and Ceacam1 is markedly elevated on beta cells deficient for *Rnls*. Altered glucose metabolism in *Rnls* mutant beta cells is involved in the upregulation of CD47 surface expression. These findings are crucial to better understand how genetically engineered beta cells shape autoimmunity, giving valuable insights for future therapeutic advancements to treat and cure T1D.

## Introduction

In type 1 diabetes (T1D), the autoimmune process leads to the selective destruction of insulin-producing beta cells within pancreatic islets. Upon extensive elimination of the majority of beta cell mass by autoimmunity, a curative strategy for T1D requires the replenishment of functional beta cell mass to completely restore the patient’s capacity for insulin production (1). The latest progress in the manufacturing of beta cells derived from stem cells (SCs) has rendered beta cell replacement therapy a viable promise (2). Despite these advancements, a significant challenge in translating this strategy to clinical application lies in our current inability to protect beta cells against recurrent autoimmune attacks without resorting to broad immunosuppressive treatments. Exacerbating this obstacle is the existing limitation in generating patient-specific SC-derived beta cells, underscoring the need to address both autoimmunity and alloimmune responses in any cellular therapy for T1D in the foreseeable future (3). To address these challenges, various research groups have started to genetically engineer SC-derived beta cells for enhanced resilience against immune-mediated destruction. Notably, most efforts focus on the deletion of genes encoding major histocompatibility complex (MHC) molecules mandatory for antigen presentation and activation of T cells, coupled with the incorporation of immune inhibitory ligands such as CD47 to prevent stimulation of innate immune cells (4–10).

In our pursuit of discovering novel immune-regulatory targets to protect beta cells from autoimmune destruction, we previously performed an unbiased genome-wide *in vivo* CRISPR screen, and found that *Renalase* (*Rnls*) deletion is able to protect beta cells from stress-induced cell death and autoimmunity (9). Beta cells lacking *Rnls* not only exhibit enhanced resilience to stress but also undergo comprehensive metabolic alterations favoring glucose metabolism (9, 10). Moreover, we have shown previously that *Rnls*-deficient beta cells orchestrate localized shifts in the overall immune cell composition within the graft, primarily characterized by the enhanced infiltration of CD4^+^ T cells, reduced numbers of natural killer (NK) cells, and the accumulation of tolerogenic antigen-presenting cells (APCs) defined by diminished MHC class II expression coupled with elevated levels of programmed cell death 1 ligand 1 (PD-L1). We also demonstrated that the survival advantage of beta cells lacking *Rnls* is attributed to the induced expression of PD-L1 on APCs. Beta cells deficient for *Rnls* promote a significant transcriptional change in CD45^+^ immune cells within the graft towards hallmark anti-inflammatory genes such as transforming growth factor beta 1 (Tgfβ1) (10). However, the immune cell population responsible for initiating the immune-regulatory cross-talk to reduce autoimmunity against *Rnls*-deficient beta cell grafts remained elusive.

As Tgfβ1 is a known inducer of PD-L1 upregulation on APCs in certain tumors as well as in pancreatic islet transplanation (11), and NK cells harbor a significant source of Tgfβ1 production (12), we have now investigated if graft-infiltrating NK cells play an important role for mediating the immuno-protective regulation of *Rnls* mutant beta cells. NK cells are not solely responsible for killing transformed or stressed target cells, but are also crucial to modulate the activation and phenotype of immune cells such as APCs (13). Here, we show that depletion of NKp46^+^ innate lympoid cells in an experimental model of beta cell transplantation abrogated the induction of tolerogenic APCs consequently preventing the survival advantage of beta cell grafts deficient for *Rnls*. Using *in vitro* co-culture systems, we demonstrated that beta cells lacking *Rnls* are potent modulators of NK cell activation shown for both mouse-derived NIT-1 beta cells and human SC-derived beta-like cells. Elevated cell surface expression of key NK cell inhibitory molecules on beta cells deficient for *Rnls* such as Cluster of differentiation 47 (CD47) and Carcinoembryonic antigen-related cell adhesion molecule 1 (Ceacam1) are likely to play a major role in suppressing NK cell activation by cell–cell interaction. However, upregulation of Tgfβ1 in NK cells mediated by *Rnls* deletion in beta cells is independent of cell–cell contact demonstrating multifaced propsects of NK regulation.

## Results

### Protective immune-regulation by Rnls^mut^ beta cells requires NKp46^+^innate lymphoid cells

We previously investigated the consequences of *Rnls* deletion on immune cell infiltration and activation by transplantation of the syngeneic mouse beta cell line NIT-1 into Non-obese diabetic (NOD) mice, a model of T1D. 

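The single-cell data compared immune cells of WT and Rnls mut grafts taken from NOD.scid mice 10 or 17 days after the transfer of diabetogenic splenocytes. NIT-1 is an insulin-producing cell line derived from a beta cell tumor of a NOD mouse. At each day, living CD45+ cells of 4 grafts per genotype were sorted and each graft was marked with its own hashtag antibody. The 4 grafts of a genotype were then pooled into 1 droplet-based library (10x Genomics), which counts the ends of transcripts. Each of the 4 libraries therefore held 1 genotype at 1 day, and a difference between genotypes at a day and a difference between libraries cannot be told apart. The authors deposited the number of unique molecular identifiers (UMIs) of each gene in each cell, without normalization, for 6652 cells of Rnls mut and 7617 cells of WT grafts at day 10, and 5482 and 2690 cells at day 17. A second table gave the library, hashtag and cluster of each cell and its type, 1 of 12. The median was 3520 UMIs per cell. By library it was 3453.5 in Rnls mut and 3382 in WT grafts at day 10, and 3083 and 5902 at day 17. At day 17 the depth per cell therefore differed between the genotypes as well. At day 10, between 6596553 and 8085324 UMIs were counted per Rnls mut graft (median 7526788.5) and between 8075620 and 9050760 per WT graft (median 8284928.5). At day 17, the totals ranged from 1742746 to 7324681 in Rnls mut grafts (median 5280518) and from 2111071 to 9729233 in WT grafts (median 3578929). The paper gives its sequencing depth in reads, while all values here are UMIs. Of the cells, 1515 were annotated as NK cells, with 13 to 261 per graft, and 221 as ILC1, with 1 to 60 per graft. UMIs were summed over the cells of a type in each graft, so that the graft and not the cell was the replicate, and a graft entered a test with at least 10 cells of the type. The sums were scaled with the TMM method and compared with edgeR's quasi-likelihood test after its filter on low counts, in 1 fit with a group for each genotype and day. Each comparison is given at day 10, at day 17 and as the mean of both days, because the paper's text does not name the day of its single-cell comparisons. The legend of Supplementary Figure 1 gives 4 paired replicates for its single-cell panels, as many as the grafts per genotype at 1 day. A fold change is Rnls mut over WT. Levels are given as counts-per-million (CPM) and were also compared with a two-sided exact permutation test that exchanged the genotypes of grafts within a day. The smallest p that this exact test allows with 4 grafts against 4 is 0.0286. The paper calls the replicates paired, with both genotypes in the same mouse, but does not state which grafts shared a mouse. The main tests therefore treated all grafts as independent. An exchange within pairs of a day would not allow a p as small.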

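Summed over all CD45+ cells of a graft, Osm, which encodes oncostatin M, was at 53.8 ± 18.8 CPM (SD, n = 4) in Rnls mut grafts and 30.2 ± 7.00 CPM (SD, n = 4) in WT grafts at day 10. Its log2 fold change was 0.83 (standard error 0.29, adjusted p = 0.482 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12560 genes). Every Rnls mut graft had a higher level than every WT graft (exact permutation test, p = 0.0286). This separation was narrow, with the lowest Rnls mut graft at 38.92 CPM and the highest WT graft at 38.82 CPM. At day 17 the levels were 38.8 ± 4.76 CPM and 35.1 ± 18.3 CPM (SD, n = 4 each), a difference smaller than the spread between grafts (exact permutation test, p = 0.714). Over both days the log2 fold change was 0.50 (standard error 0.21, adjusted p = 0.797) and the exact permutation test gave p = 0.0796 with 8 grafts per genotype. Among the alternatives, a fit of day 17 alone moved this value most, to 0.13. Tgfb1 was at 197 ± 10.0 CPM in Rnls mut grafts and 158 ± 9.36 CPM in WT grafts at day 10 (SD, n = 4 each), again without overlap between the genotypes. The log2 fold change of Tgfb1 was 0.31 at day 10 (adjusted p = 0.309), 0.046 at day 17 (standard error 0.09) and 0.18 over both days (standard error 0.06, adjusted p = 0.749). The exact permutation test of Tgfb1 gave p = 0.629 at day 17 and p = 0.0241 over both days. The difference between the days was not distinguishable from 0 for either gene (adjusted p = 0.652 for Osm and 0.528 for Tgfb1). In the GENCODE annotation of the mouse genome build GRCm38, Osm (ENSMUSG00000058755) lies on the plus strand of chromosome 11 from 4236420 to 4241026, and Tgfb1 (ENSMUSG00000002603) on the plus strand of chromosome 7 from 25687002 to 25705077. The table names genes by symbol only and the paper does not state its build, so these positions are the reference's. A list of 21 genes of glycolysis had a median log2 fold change of 0.39 at day 10 (adjusted p = 0.000215 from limma's camera test over 14 lists) and of 0.16 over both days (adjusted p = 0.0169). At day 17 its median was -0.041 (adjusted p = 0.845), and the difference between the days was -0.43 (adjusted p = 0.0162). The camera test was run with a preset correlation between genes of 0.01. None of these calls in all CD45+ cells held with limma's fry test or with a correlation estimated from the data. For single genes over both days, edgeR called 0 of 12560 genes at an adjusted p of 0.05, while DESeq2 called 29 at its adjusted p. At an unadjusted p of 0.05 edgeR gave 783 genes, where chance gives 628. At day 10 edgeR called Yipf4 as higher (log2 fold change 0.51, adjusted p = 0.0494) and other genes as lower. Among those lower were mt-Atp8 (-0.79) and Gm10076 (-0.83), each with an adjusted p of 8.49e-05. At day 17 it called Snhg9 (0.78, adjusted p = 0.00681) and Gm10076 (0.53, adjusted p = 0.0309), both higher. Genes were also called for the difference between the days, with the smallest adjusted p for Gm10076 (1.36, adjusted p = 2.15e-05).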

Single-cell RNA sequencing (scRNAseq) of graft-infiltrating CD45^+^ cells revealed that *Rnls* mutant (Rnls^mut^) beta cells broadly influence immune cell activation and metabolism towards anti-inflammatory oncostatin M and Tgfβ1 expression, accompanied by enriched expression of genes important for glycolysis. In addition to elevated numbers of CD4^+^ T cells and tolerogenic PD-L1^+^ APCs, beta cell grafts deficient for *Rnls* showed markedly reduced frequency of NK cells. 

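In the single-cell data, NK cells made up 5.84 ± 2.72% of the CD45+ cells of Rnls mut grafts and 10.7 ± 2.69% of those of WT grafts at day 10 (SD, n = 4 each). The difference of -4.84 percentage points gave p = 0.0857 in the exact permutation test. At day 17 the shares were 3.20 ± 1.50% and 8.30 ± 9.57% (SD, n = 4 each), and the exact test gave p = 0.400. The high WT mean and spread of day 17 came from 1 graft at 22.6%, and without it the difference went from -5.10 to -0.341 percentage points. Over both days the mean shares were 4.52% and 9.49%, a difference of -4.97 percentage points (exact permutation within days, p = 0.0278, and 0.216 after adjustment over the 12 cell types). Without that graft the difference over both days was -2.59 percentage points (exact permutation test, p = 0.0535). CD4+ T cells made up 29.0 ± 10.5% in Rnls mut grafts and 20.4 ± 6.35% in WT grafts at day 10 (SD, n = 4 each; exact permutation test, p = 0.229). At day 17 their shares were 16.3 ± 3.75% and 18.4 ± 11.0% (SD, n = 4 each; exact permutation test, p = 0.743), so the direction differed between the days. In antigen-presenting cells, taken here as macrophages, monocytes, dendritic cells and B cells together, Cd274, which encodes PD-L1, was at 650 ± 118 CPM in Rnls mut grafts and 568 ± 92.2 CPM in WT grafts at day 10 (SD, n = 4 each; exact permutation test, p = 0.314). At day 17 the levels of Cd274 were 270 ± 74.5 CPM and 282 ± 101 CPM (SD, n = 4 each; exact permutation test, p = 0.886). These are levels of RNA, while the paper's figures measure PD-L1 and MHC class II on the cell surface by flow cytometry. Cd274 (ENSMUSG00000016496) lies on the plus strand of chromosome 19 from 29367455 to 29388095. The MHC class II genes H2-Aa, H2-Ab1 and H2-Eb1, which lie on chromosome 17 between 34257689 and 34316674, were lower in antigen-presenting cells of Rnls mut grafts at day 10, by log2 fold changes of -0.13, -0.15 and -0.13. At day 17 they were higher, by 0.20, 0.22 and 0.26, and no adjusted p of these genes reached the threshold (0.621 was the lowest). Over all CD45+ cells, where the mix of cell types enters as well, a list of 8 MHC class II genes was lower in Rnls mut grafts at day 10 (median -0.36, adjusted p = 0.000246 in the camera test) and higher at day 17 without passing (median 0.34, adjusted p = 0.0696). The difference between the days was 0.67 (adjusted p = 0.000599), and no call of this list held with fry or an estimated correlation.

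**Figure D1:**
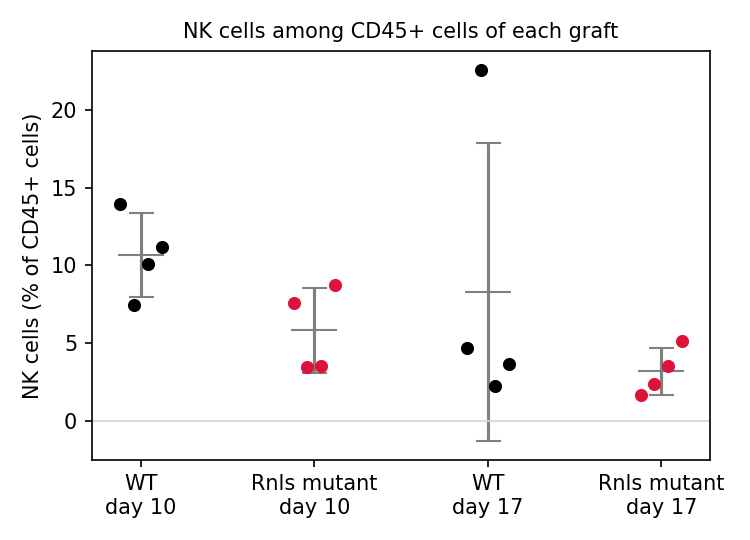
Share of NK cells among the CD45+ cells of each graft, in percent, for WT (black) and Rnls mut (red) grafts at days 10 and 17. Points are grafts, and the grey lines give the mean and SD of 4 grafts. The WT graft at 22.6% stands apart from the other WT grafts of day 17, which lie between 2.25% and 4.69%.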

Because we previously demonstrated that PD-L1 blockade abrogates the advantage of Rnls^mut^ beta cells to survive autoimmunity, and NK cells are known to modulate APC maturation and activation, we now investigated the role of NK cells in protection of Rnls^mut^ beta cells in more detail (10). The gene expression profile of both graft-infiltrating NK cells and closely related type 1 innate lymphoid cells (ILC1) demonstrated markedly increased expression of genes involved in pathways of cellular activation and inflammation (interferon responses, allograft rejection, etc.) when derived from WT beta cell grafts compared to Rnls^mut^ (**Figure 1A** and **Supplementary Figures 1A–C**). 

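The Hallmark gene sets themselves were not used here. Lists written by hand for the same kinds of pathway were tested on the counts of NK cells and ILC1 per graft with camera, and a list needed at least 5 tested members. Of the 9 lists that could be tested in NK cells, 4 passed an adjusted p of 0.05 at day 10. The list of interferon alpha response genes (13 tested) was lower in Rnls mut grafts, with a median log2 fold change of -0.12 (adjusted p = 0.0299). The myeloid transcripts, a list of macrophage and monocyte genes (7 tested), were lower as well, with a median of -0.18 (adjusted p = 0.000230). Genes of glycolysis (12 tested) were higher, with a median of 0.47 (adjusted p = 0.000316), and so were NF-kB and early response genes (34 tested), with a median of 0.022 and a mean of 0.11 (adjusted p = 0.0265). The interferon gamma response list had a median of -0.049 at day 10, against a test direction of higher (adjusted p = 0.880), and the list of allograft rejection genes of lymphoid cells a median of 0.031, against a test direction of lower (adjusted p = 0.726). In NK cells at day 17, the myeloid transcripts were the 1 list to pass, and they were higher in Rnls mut grafts (median 0.50, adjusted p = 3.02e-08). Glycolysis genes were lower there (median -0.53, adjusted p = 0.0962), and passed when the hashtag number entered the fit as a block (adjusted p = 0.00900). Over both days, the myeloid transcripts alone passed in NK cells (median 0.037, mean 0.27, adjusted p = 0.00845), and the adjusted p was 0.155 for the interferon alpha, 0.586 for the interferon gamma and 0.623 for the allograft rejection list. The number of lists fell from 4 to 2 at day 10 without WT graft 1 of that day, and rose from 1 to 4 at day 17 without WT graft 2 of that day. With fry or an estimated correlation, only the calls of the myeloid transcripts held in NK cells. In ILC1, where 8 grafts entered with 2 per genotype and day, 8 lists could be tested and none passed over both days. At day 10, glycolysis genes (median 0.52, adjusted p = 0.0216) and Myc targets (median 0.64, adjusted p = 0.000476) were higher in ILC1 of Rnls mut grafts. The allograft rejection list was lower in ILC1 at day 10 without passing (median -0.22, adjusted p = 0.235), as were NF-kB and early response genes (median -0.56, adjusted p = 0.0592), and no call of ILC1 at day 10 held with fry or an estimated correlation. With a graft left out, a group of ILC1 held 1 graft, so the number of lists passing cannot be judged in such fits. At day 17, NF-kB and early response genes (median 0.28, adjusted p = 0.00769) and the myeloid transcripts (median 0.93, adjusted p = 0.000471) were higher in ILC1 of Rnls mut grafts, and neither held with fry or an estimated correlation. Without the filter on low counts, 5 lists passed in ILC1 at day 10, with the interferon alpha (median -0.18), allograft rejection (median -0.25) and NF-kB lists (median -0.44) among those lower. The paper took the genes past a p of 0.05 in each direction as input for a comparison with the Hallmark gene sets. From the pathways found for the genes higher in WT grafts, it states that genes of cellular activation and inflammation were expressed more strongly in NK cells and ILC1 of WT grafts.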

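In NK cells, Tgfb1 was at 463 ± 79.6 CPM in Rnls mut grafts and 288 ± 51.4 CPM in WT grafts at day 10 (SD, n = 4 each), from 466 and 510 UMIs. Its log2 fold change was 0.68 (standard error 0.19, adjusted p = 0.385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 3263 genes). All 4 Rnls mut grafts lay above all 4 WT grafts (exact permutation test, p = 0.0286), and the log2 fold change stayed between 0.55 and 0.82 with each graft left out in turn. At day 17 the levels were 386 ± 94.6 CPM and 371 ± 77.0 CPM (SD, n = 4 each), from 135 and 217 UMIs (exact permutation test, p = 0.914). The log2 fold change at day 17 was 0.058 (standard error 0.22). Over both days it was 0.37 (standard error 0.14, adjusted p = 1.00), with an exact permutation p of 0.0494 for 8 grafts per genotype. At day 10, Tgfb1 was also higher in CD8+ T cells of Rnls mut grafts, by 0.33 on the log2 scale (standard error 0.14) in a fit without the filter on low counts. The same kind of fit gave 0.27 in CD4+ T cells (standard error 0.14), 0.24 in regulatory T cells (standard error 0.28) and 0.12 in macrophages (standard error 0.15), against 0.62 in NK cells (standard error 0.19). A difference between the libraries therefore cannot be told apart from a change in NK cells, and whether the rise in NK cells exceeds the others was not tested. Ifng in NK cells did not differ over both days (log2 fold change 0.14, exact permutation test with 8 grafts per genotype, p = 0.769). In ILC1, Ifng was at 575 ± 392 CPM in Rnls mut grafts and 1563 ± 1426 CPM in WT grafts over both days (SD, n = 4 each), from 121 and 379 UMIs. The log2 fold change was -1.49 (standard error 0.74, adjusted p = 0.982 over 1770 genes) and the exact permutation test gave p = 0.389. The difference was smaller than the spread between WT grafts, since WT graft 1 held 194 of the 209 Ifng UMIs of day 10 and 160 of the 170 of day 17. Without WT graft 1 of the day, the log2 fold change of Ifng went from -1.85 to 0.035 at day 10, and from -1.13 to 1.45 at day 17. Each of these fits left 1 WT graft at that day, so only the effect size is given. For Tnf in ILC1, 0 UMIs in the 2 tested Rnls mut grafts and 11 in the 2 tested WT grafts were counted at day 10. The genes that passed the filter on low counts held 117979 and 97352 UMIs in these grafts. Set against 3 UMIs over the group, the limit for a count of 0, Tnf was at least 4.44-fold lower in Rnls mut grafts at day 10. This limit covers only the counting error of the Rnls mut grafts, with the 11 WT UMIs taken as exact. It rests mostly on Rnls mut graft 1, which held 79820 of the 117979 UMIs of genes that passed the filter. At day 17, 12 UMIs were counted in Rnls mut grafts and 9 in WT grafts. With 2 grafts against 2, the exact permutation test of Tnf gave p = 0.333 at each day, the smallest it allows, so neither day can pass the threshold. When kept in edgeR's fit against the filter on low counts, Tnf passed the unadjusted p at day 10 but not the adjusted one (0.691). Leaving out a graft of ILC1 leaves 1 graft in a group, so the threshold cannot be judged in such a fit. Ifng (ENSMUSG00000055170) lies on the plus strand of chromosome 10 from 118441046 to 118445892, and Tnf (ENSMUSG00000024401) on the minus strand of chromosome 17 from 35199381 to 35202007.

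**Figure D2:**
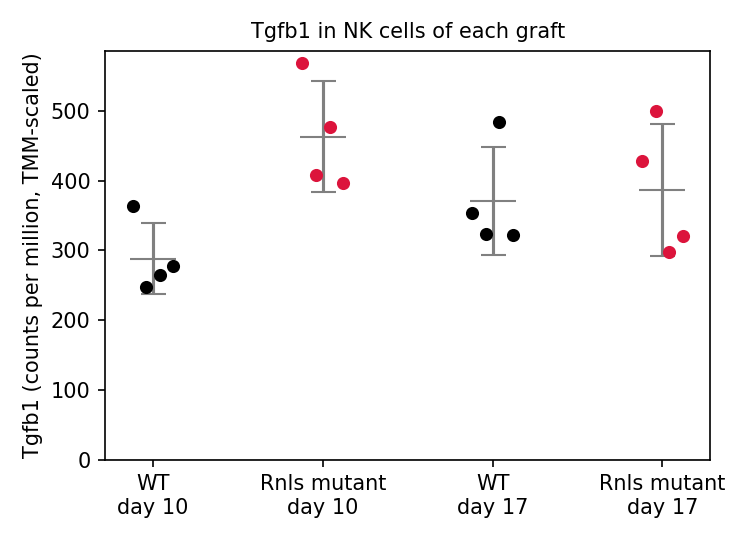
Level of Tgfb1 in NK cells of each graft, in CPM, for WT (black) and Rnls mut (red) grafts at days 10 and 17. Points are grafts, and the grey lines give the mean and SD of 4 grafts. At day 10 the Rnls mut grafts lie between 396 and 569 and the WT grafts between 247 and 363, while the groups overlap at day 17.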

Whereas ILC1 showed downregulated gene expression of inflammatory cytokines interferon gamma (Ifng) and tumor necrosis factor alpha (Tnf), NK cells upregulated gene expression of immune-regulatory Tgfβ1 when infiltrated in Rnls^mut^ beta cell grafts (**Supplementary Figures 1A, B**). Interestingly, the frequency of NK cells in Rnls^mut^ beta cell grafts was reduced not only in late stages (10), but also at earlier time points preceding the detection of graft weight difference between control and Rnls^mut^ (**Supplementary Figures 1D, E**; see **Supplementary Figure 2** for gating strategy). 

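ILC1 made up 0.534 ± 0.379% of the CD45+ cells in Rnls mut grafts and 0.592 ± 0.327% in WT grafts at day 10 (SD, n = 4 each; exact permutation test, p = 0.83). At day 17 the shares were 1.61 ± 1.45% and 2.25 ± 1.47% (SD, n = 4 each; exact permutation test, p = 0.543). The highest share of ILC1 in a graft was 1.02% at day 10 and 4.00% at day 17, where 14 of the 350 cells of a WT graft were ILC1 (exact Clopper-Pearson 95% interval 2.20% to 6.62%). For NK cells, the highest share at day 10 was 13.96% in a WT graft, with 261 of 1869 cells (interval 12.4% to 15.6%). The same WT graft of day 17 with the most ILC1 also had the highest share of NK cells, with 79 of 350 cells (interval 18.3% to 27.3%). These intervals cover counting error only.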

Of note, the ILC1 frequency was not changed between the grafts and only represented a vast minority of infiltrating immune cells (≤1%) compared to NK cells (up to 14% according to scRNAseq analysis) (10), indicating that ILC1 likely does not play a major role in mediating the protective immune-regulation caused by Rnls^mut^ beta cells. These observations strengthened our hypothesis that NK cells might be crucial for regulating autoimmunity within Rnls^mut^ grafts. To investigate the importance of NK cells in shaping autoimmunity *in vivo*, we depleted NKp46^+^ innate lymphoid cells from autoreactive splenocytes before adoptive transfer into NIT-1 beta cell graft-bearing mice (**Figure 1B**, **Supplementary Figures 1F–H**). The isogenic WT and Rnls^mut^ beta cells were transplanted subcutaneously (s.c.) on opposite flanks of the same recipient mice following intravenous (i.v.) injection of diabetogenic splenocytes similar to described before (9, 10). Strikingly, NKp46-depleted autoreactive splenocytes lost the ability to protect Rnls^mut^ cells from autoimmunity in both immunodeficient recipients, NOD-*Prkdc^scid^* (NOD.scid) mice and NOD.scid gamma (NSG) mice completely deficient for functional T, B, and NK cells (**Figure 1C**). Whereas the accumulation of CD4^+^ T cells was independent of innate lymphoid cells, the reduced frequency of mature MHCII^high+^ APCs and downregulation of MHCII expression level on APCs in Rnls^mut^ grafts completely depended on the presence of graft-infiltrating NKp46^+^ immune cells (**Figures 1D, E**, **Supplementary Figure 1I**). In the absence of innate lymphoid cells within Rnls^mut^ beta cell grafts, MHCII^high+^ APCs lost the ability to upregulate the immune checkpoint PD-L1, thus forfeiting the survival advantage over WT beta cells as shown before (**Figures 1G, H**) (10). In summary, these observations clearly demonstrated that graft-infiltrating NKp46^+^ innate lymphoid cells are crucial for the induction of a tolerogenic APC phenotype important to reduce autoimmune destruction of Rnls^mut^ beta cells.

**Figure 1:**
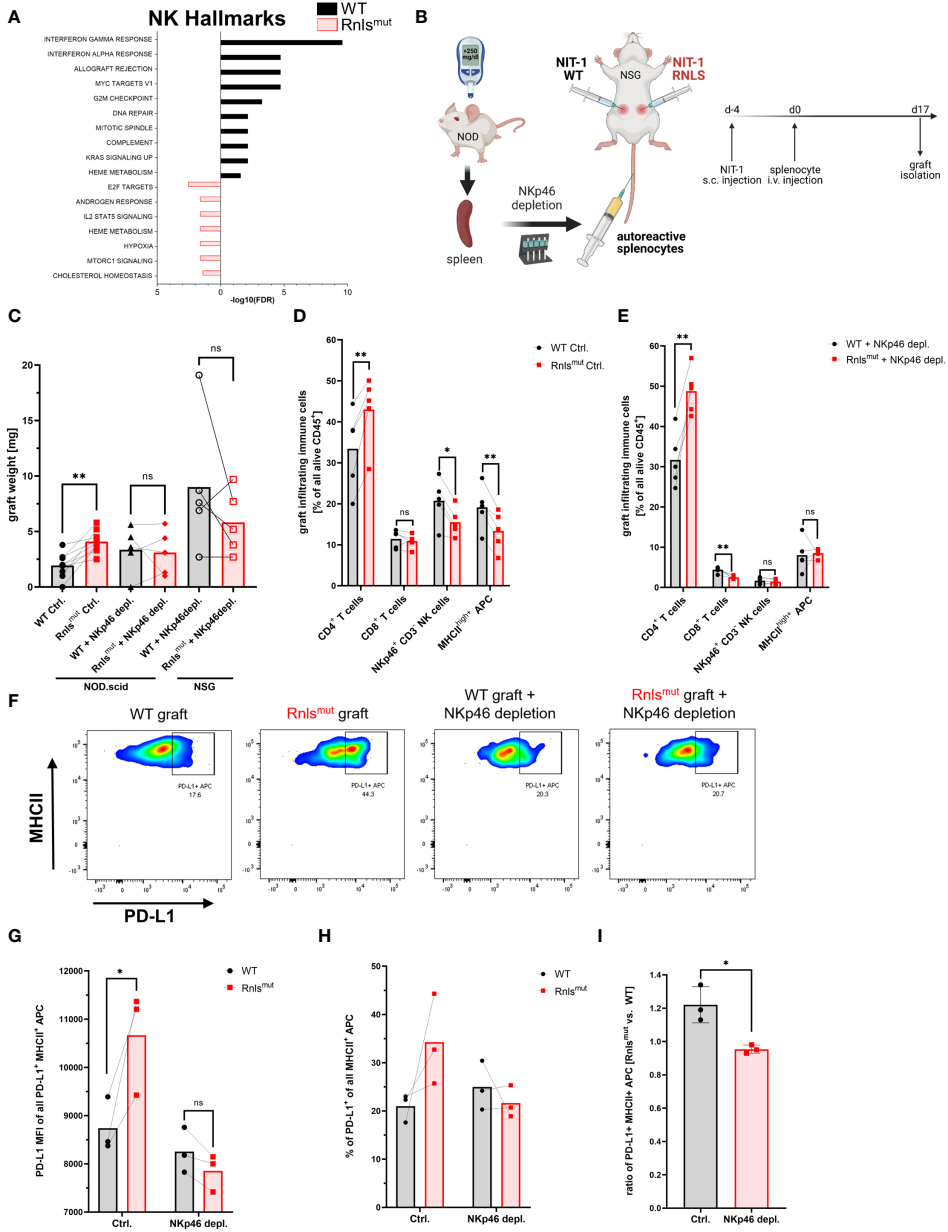
NKp46^+^ innate lymphoid cells are crucial for protective immune-regulation by *Renalase* mutant (Rnls^mut^) NIT-1 beta cells *in vivo.* **(A)** Hallmark gene expression analysis of natural killer (NK) cells derived from indicated NIT-1 beta cell grafts showing the 10 most significantly changed pathways using 213 (Rnls^mut^) or 506 (WT) most significantly upregulated genes (*p* ≤ 0.05) as input. Raw data used in this panel were obtained from experiments performed previously. Datasets from our scRNAseq experiments are available from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE226361 as described before (10). **(B)** Schematic representation of the experimental design comparing paired WT and Rnls^mut^ NIT-1 beta cell grafts. Cells were injected s.c. into opposite flanks of immunodeficient mice, followed by i.v. injection of autoreactive splenocytes with or without preceding depletion of NKp46^+^ innate lymphoid cells. Grafts were harvested and scaled, and immune cells were characterized by flow cytometry. **(C)** Weight of paired grafts from mice with or without depletion of NKp46**^+^** cells from autoreactive splenocytes is shown. Results represent the mean of nine (Ctrl. condition) or five (NKp46^+^ depletion) paired biological replicates from two combined independent experiments using NOD.scid or NSG recipient mice as indicated. **(D, E)** Quantification of immune cell subpopulations derived from five paired ctrl. NIT-1 beta cell grafts **(D)** or NKp46^+^ depleted grafts **(E)** as determined by flow cytometry. Results represent the mean of five paired biological replicates. **(F–I)** Representative flow cytometry data **(F)** or quantification **(G–I)** showing indicated expression level of PD-L1 on indicated immune cells derived from paired WT and *Rnls*-deficient grafts as determined by flow cytometry. The ratio of PD-L1^+^ MHCII^+^ cells comparing Rnls^mut^ *vs.* WT NIT-1 cell grafts shown in **(I)** are derived from data shown in **(H)**. Results represent the mean of three paired biological replicates. *p < 0.05, **p < 0.01, ns *p* > 0.05 (paired two-tailed *t*-test). Data obtained from scRNAseq **(A)** and from NKp46^+^ depletion experiments using NSG **(C-E)** or NOD.scid **(C, F–I)** recipient mice are derived from independent experiments. Data of four out of nine mice shown for the Ctrl. condition in **(C)** are partially derived from one previously shown experiment performed in parallel with NKp46 depletion using NOD.scid mice ^10.^ Data of five out of nine mice are derived from one newly performed experiment in parallel with NKp46 depletion using NSG mice.

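Over both days, 56 genes were higher and 67 lower in NK cells of Rnls mut grafts at an unadjusted p of 0.05, of 3263 genes tested, where chance alone gives 163.2. At day 10 the numbers were 81 and 79, and at day 17 they were 97 and 95. The choice that moved these numbers most was the filter on low counts. Without it, 225 genes were higher and 458 lower over both days, 263 and 383 at day 10, and 264 and 451 at day 17. More genes were tested without the filter, and the total of each pair lay below the number that chance alone gives for them. Without WT graft 3 of day 17, 216 genes passed the unadjusted p over both days in place of 123, and 321 at day 17 in place of 192. With Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test called 0 genes over both days, and DESeq2 also called 0, with 87 at its unadjusted p. At day 10 edgeR called 1 gene, Lyz2, which was lower in Rnls mut grafts (log2 fold change -1.24, adjusted p = 0.0294), and DESeq2 called 4 genes. At day 17 it called 6 genes, all higher, and DESeq2 called 12. Ccl8 had the smallest adjusted p at day 17 (log2 fold change 2.54, adjusted p = 2.51e-06), followed by Apoe (2.61), Lyz2 (1.33), H2-Aa (1.61), Rps29 (0.57) and Wfdc17 (1.27). Lyz2 and Apoe are abundant in macrophages and monocytes, and the level of Lyz2 was 13839 CPM in macrophages against 193 CPM in NK cells. Lyz2 moved in the same way in T cells, with log2 fold changes in CD4+ T cells of -1.09 at day 10 and 1.76 at day 17 in a fit without that filter. In the same kind of fit, Ccl8 was higher at day 17 by 2.62 in CD8+ T cells.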

### Rnls*^mut^ NIT-1 beta cells shape NK cell activation towards a Tgfβ1^+^ regulatory phenotype*

After showing that NKp46^+^ innate lymphoid cells are important to mediate protective immune-regulation leading to prolonged graft survival of Rnls^mut^ beta cells, we subsequently investigated if Rnls^mut^ beta cells directly regulate the activation of innate lymphoid cells. Hence, we purified splenic NKp46^+^ cells (further declared as NK cells as ILC1 only represents approximately 5%–10% of all NKp46^+^ cells in the spleen) (14) by negative selection to collect “untouched” cells for functional *in vitro* co-culture experiments. Activation of NK cells was achieved by supplementation of interleukin-2 (IL2), well-known to enhance the proliferation and effector function of NK cells (15). Co-culture with Rnls^mut^ NIT-1 beta cells significantly reduced NK cell activation indicated by impaired expression of activation marker CD44 and CD69 compared to WT, but did not completely abolished NK cell activation (**Figures 2A, B**). However, the surface expression of degranulation marker CD107a (also known as LAMP1) on NK cells, a molecule that predicts cytotoxic activity (16), was strikingly abolished when co-cultured with Rnls^mut^ NIT-1 beta cells (**Figures 2C, D**). The ability of NK cells to proliferate following repeated IL2 stimulations was also completely prevented when co-cultured with Rnls^mut^ NIT-1 beta cells. This effect was solely dependent on cell–cell contact as separation of NK cells and Rnls^mut^ beta cells in trans-well abrogated the anti-proliferative function of Rnls^mut^ beta cells (**Figures 2E, F**). The cell–cell contact dependency on NK cell regulation by Rnls^mut^ NIT-1 beta cells also became evident for regulation of activation marker CD69 (**Figure 2G**). As described above, differential gene expression analysis of graft-infiltrated NK cells showed enriched Tgfβ1 when derived from Rnls^mut^ NIT-1 beta cell grafts (**Supplementary Figure 1A**). To investigate if Tgfβ1 is also upregulated on protein level, we stained NK cells for latency-associated peptide (LAP) representing membrane-bound Tgfβ1. Indeed, NK cells co-cultured with Rnls^mut^ NIT-1 beta cells demonstrated elevated Tgfβ1 cell surface expression compared to WT NIT-1 beta cells. In contrast to the modulation in NK proliferation, Rnls^mut^ NIT-1 beta cells drive Tgfβ1 expression independent of cell–cell contact (**Figures 2H, I, L**). The fact that Rnls^mut^ NIT-1 beta cells significantly upregulated Tgfβ1 expression and secretion in NK cells by soluble factors was demonstrated by two different methods, in a trans-well assay (**Figures 2H–L**) and by supplementation of conditioned media derived from Rnls^mut^ NIT-1 beta cells in comparison to supernatant of WT cells (**Figures 2K, L**). However, the increased intensity of Tgfβ1 expression on Tgfβ1^+^ cells mediated by Rnls^mut^ NIT-1 beta cells was dependent on cell–cell contact (**Figure 2J**). Next to Tgfβ1, the pro-inflammatory cytokine Ifng is also known to facilitate the upregulation of PD-L1 (11). However, the secretion of Ifng was not significantly affected when NK cells were co-cultured with Rnls^mut^ NIT-1 cells compared to WT (**Figure 2M**). In summary, Rnls^mut^ NIT-1 beta cells directly shape NK cell activity in multiple modes, dependent and independent of cell–cell contact. The presence of NIT-1 beta cells deficient for *Rnls* causes NK cells to fail to proliferate as well as to lose cytotoxic activity in response to IL2, but at the same time elevate the expression level of anti-inflammatory Tgfβ1.

**Figure 2:**
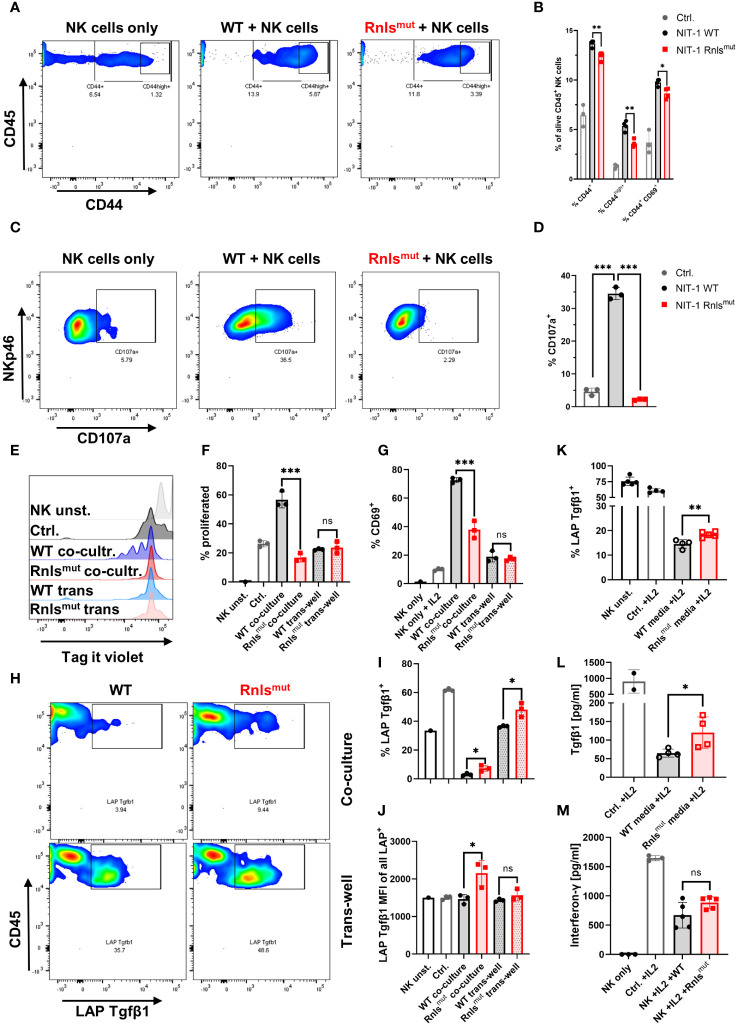
Rnls^mut^ NIT-1 beta cells broadly affect natural killer (NK) cell function *in vitro*. Interleukin 2 (IL2) stimulated primary mouse NK cells were co-cultured with indicated NIT-1 beta cells for 72 h. **(A–D)** Data derived from single-dose IL2 (20 ng/mL)-treated co-culture experiments showing representative flow cytometry plots **(A, C)** or related quantifications **(B, D)** of indicated activation marker **(A, B)** or cytotoxic activity marker CD107a **(C, D)**. **(E-I)** NK cells were repetitively stimulated with IL2 (100 ng/mL) every 24 h together with indicated NIT-1 cells in a co-culture or trans-well setting. **(E, F)** Representative flow cytometry data **(E)** or quantifications **(F)** showing NK cell proliferation of indicated conditions. **(G)** Quantification of surface expression of activation marker CD69 on NK cells. **(H–J)** Representative flow cytometry data **(H)** or quantifications of indicated conditions **(I, J)** showing expression level of membrane-bound latency-associated peptide (LAP)/Tgfβ1 expression on NK cells. **(K, L)** Conditioned media experiments showing LAP/Tgfβ1 surface expression on NK cells **(K)** or secreted amounts of Tgfβ1 derived from NK cells **(L)**. **(M)** Quantification of interferon-γ (Ifng) secretion by NK cells in co-culture with indicated NIT-1 cells. Results represent the mean ± SD from one out of two **(A, B, E–J, L)** or three **(C, D, K, M)** independent experiments (*n* = 3–5). ***p < 0.001, **p < 0.01, *p < 0.05, ns *p* > 0.05, (unpaired, two-tailed *t*-test).

### NIT-1 *beta cells deficient for Rnls upregulate NK immune checkpoint molecules CD47 and Ceacam1*

We demonstrated that Rnls^mut^ NIT-1 beta cells are potent modulators of NK cell activation (**Figures 1**, **2**). To explore how *Rnls*-deficient beta cells might influence the activity of NK cells, we re-analyzed bulk RNA sequencing comparing differential gene expression data of WT and Rnls^mut^ NIT-1 cells (10). Rnls^mut^ NIT-1 beta cells showed an enrichment of genes involved in immune-regulatory interactions between a lymphoid and a non-lymphoid cell (**Supplementary Figure 1J**), indicating that upregulated expression of inhibitory cell surface molecules may regulate cell contact-dependent NK cell stimulation. Next, we selected all candidates from the top 1,500 most significant upregulated genes in Rnls^mut^ NIT-1 cells that are known to be involved in modulation of immune cell activity according to the GSEA-MSigDB data base (https://www.gsea-msigdb.org). In addition to the elevated expression of CD44 and Itga4 important for cell**–**cell adhesion processes (17, 18), Rnls^mut^ NIT-1 beta cells also upregulate key immune checkpoint surface molecules such as Ceacam1 (also known as CD66a), CD47 (also known as integrin associated protein), and CD200 (also known as OX-2), which are all eminent potent inhibitors of NK cell activation (**Figure 3A**) ^19-22^. To validate if elevated mRNA expression correspond to higher protein expression, we performed cell surface staining for these three key inhibitory NK cell ligands analyzed by flow cytometry. Rnls^mut^ NIT-1 beta cells showed significant upregulated surface expression of CD47 for both percentage of cells and mean fluorescence intensity (MFI, **Figures 3B–D**). The surface expression of Ceacam1 was also significantly upregulated in terms of Ceacam1^high+^-expressing cells, whereas Ceacam1 MFI showed a tendency of elevated expression on Rnls^mut^ NIT-1 beta cells (**Figures 3E–G**). Although the percentage of cells positive for cell surface CD200 was not dramatically changed between WT and Rnls^mut^, the expression level of CD200 (MFI) on Rnls^mut^ NIT-1 beta cells was significantly upregulated (**Figures 3H–J**). These observations indicate that Rnls^mut^ NIT-1 beta cells could shape NK cell activation at least partially by the upregulation of multiple inhibitory NK cell ligands on their cell surface.

**Figure 3:**
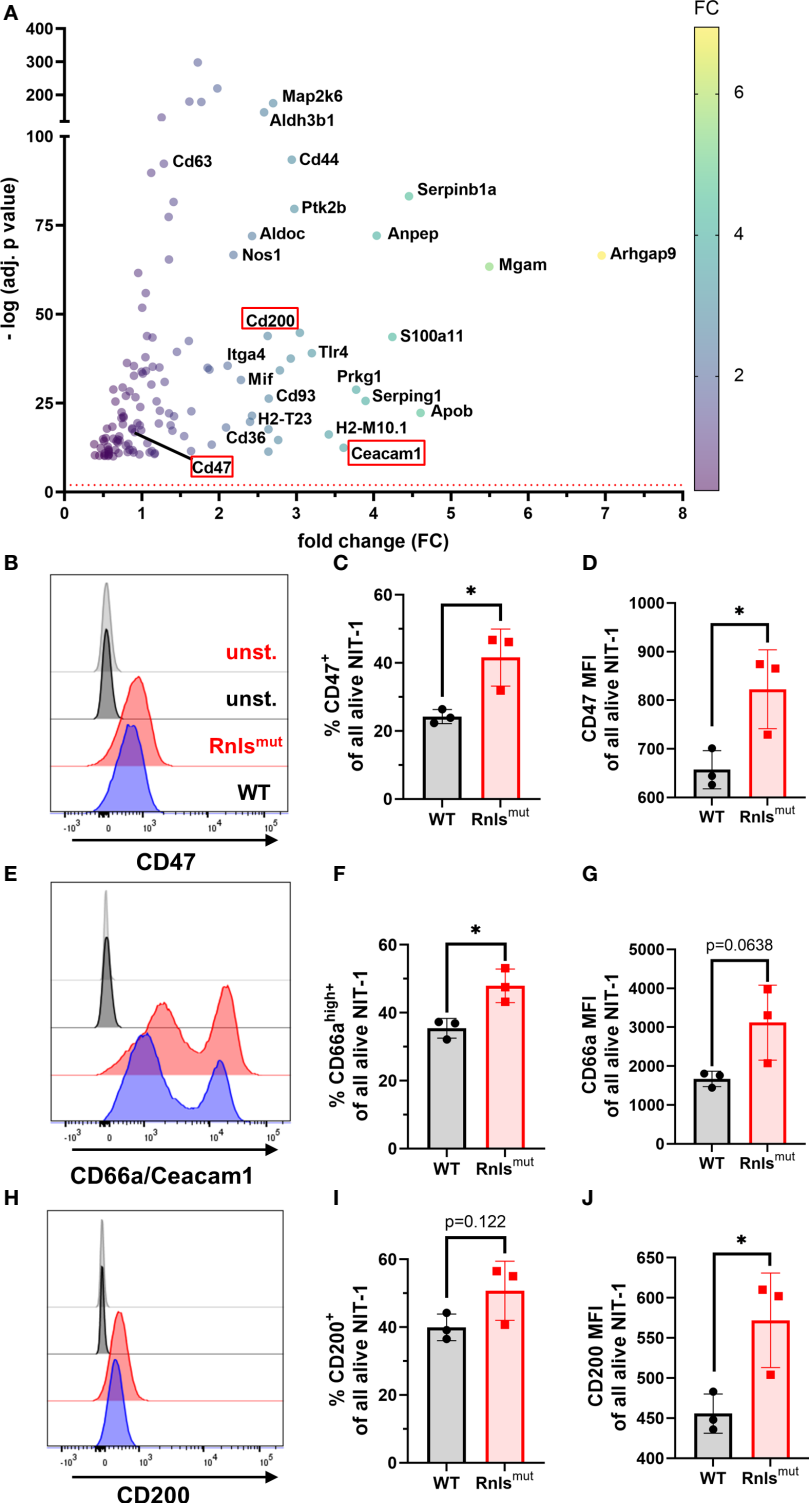
Rnls^mut^ NIT-1 beta cells show upregulated expression of key NK inhibitory ligands on their cell surface **(A)** RNA sequencing data showing the top 1,500 upregulated immune cell function-related genes (defined in GSEA-MSigDB) in Rnls^mut^ NIT-1 beta cells in comparison to WT control. Cell surface molecules known to reduce NK cell activity are highlighted in a red box. The red dotted line indicates the threshold for significantly changed genes [−log10 (*p* adj.) ≥ 2]. The fold change of gene expression is represented by colored dots from low (purple) to high (yellow). Raw data used in this panel were obtained from a bulk RNA sequencing experiment performed previously (10). **(B–J)** Representative histogram plots or quantifications of indicated inhibitory NK cell ligands expressed on the cell surface of Rnls^mut^ and WT NIT-1 beta cells characterized by flow cytometry. Results represent the mean ± SD from one out of three independent experiments (*n* = 3). *p < 0.05 (unpaired, two-tailed *t*-test).

In a first attempt to investigate why Rnls^mut^ cells upregulate the expression of NK inhibitory molecules, we wondered if the changes in Rnls^mut^ beta cell metabolism towards increased glucose metabolism (10) could influence the cell surface expression of CD47. As CD47 expression has been described to be similarly regulated like the immune checkpoint PD-L1 (19), and PD-L1 is positively regulated by glycolysis (20, 21), we treated NIT-1 cells with 2-deoxy-d-glucose (2DG) to inhibit glucose metabolism. Strikingly, 2DG treatment for 48 h dramatically downregulated the surface expression of CD47 on both alive WT and Rnls^mut^ NIT-1 cells (**Supplementary Figures 3A–D**). Whereas treatment with low concentration of 2DG (1 mM) decreased the percentage of CD47-expressing Rnls^mut^ cells to about the level of untreated WT cells, small amounts of 2DG had no effect on the percentage of CD47 expression on WT cells (**Supplementary Figures 3A, C**). This observation indicates that enhanced glucose metabolism in Rnls^mut^ beta cells might be responsible for the upregulation of CD47 surface expression.

### Human RNLS^mut^ SC-derived beta-like cells recapitulate key features of NK cell regulation

Rnls^mut^ NIT-1 beta cells strongly modulate NK cell activity towards a regulatory phenotype. To make sure that our observations are not restricted to mouse-derived NIT-1 beta cells, we also analyzed human iPSC-derived beta-like cells (SCBCs) lacking the *RNLS* gene (9) for NK regulatory characteristics (**Figure 4A**). Intracellular staining for beta cell marker demonstrated that SCs differentiate into beta-like cells regardless of genotype, as previously described (**Supplementary Figures 4A, B**) (9). Rnls^mut^ NIT-1 beta cells showed elevated surface expression of NK inhibitory molecules CD47, Ceacam1, and CD200 (**Figure 3**). In line with Rnls^mut^ NIT-1 beta cells, RNLS^mut^ SCBCs also demonstrated significantly upregulated expression of NK inhibitory ligands CD47 and CD66a/c/e, whereas, in contrast to NIT-1 beta cells, CD200 surface expression was not elevated on RNLS^mut^ SCBCs (**Figures 4B, C**, **Supplementary Figures 4C–H**). We co-cultured WT and RNLS^mut^ with allogenic peripheral blood mononuclear cells (PBMCs) stimulated with IL2 for 3 days (**Figure 4A**). Although surface expression of the NK cell activation marker was only modestly changed in this highly stimulatory allogenic setting (**Figure 4D** and data not shown), RNLS^mut^ SCBCs significantly upregulated the immune-regulatory cytokine TGFβ1 on human CD3^-^CD56^+^ NK cells (**Figures 4E, F**). These findings clearly show that human beta cells lacking *RNLS* acquire key characteristics to induce a regulatory NK cell phenotype. Because we previously demonstrated that Tgfβ1 expression is elevated on other NOD-derived immune cells such as CD3^+^ CD4^+^ T cells when infiltrating in Rnls^mut^ beta cell grafts (10), we stained human CD3^+^ T cells for membrane-bound TGFβ1 as well. Indeed, PBMC-derived CD3^+^ T cells showed elevated surface expression of LAP/TGFβ1 when co-cultured with RNLS^mut^ SCBCs compared to WT SCBCs (**Figure 4G**). Finally, we tested if RNLS^mut^ SCBCs had higher resistance to immune-mediated destruction by IL2-stimulated allogenic PBMCs. The total number of alive CD45 negative SCBCs as well as the ratio of alive/dead SCBCs were significantly higher for RNLS^mut^ SCBC compared to WT indicating that the protective immune-regulatory effects of *RNLS*-deficient beta cells also translate, at least to some extent, to the human system (**Figures 4H, I**). Our results highlight that knocking out a single gene in beta cells can drive multifaceted modulation on the immunogenicity of beta cells to prevent autoimmunity.

**Figure 4:**
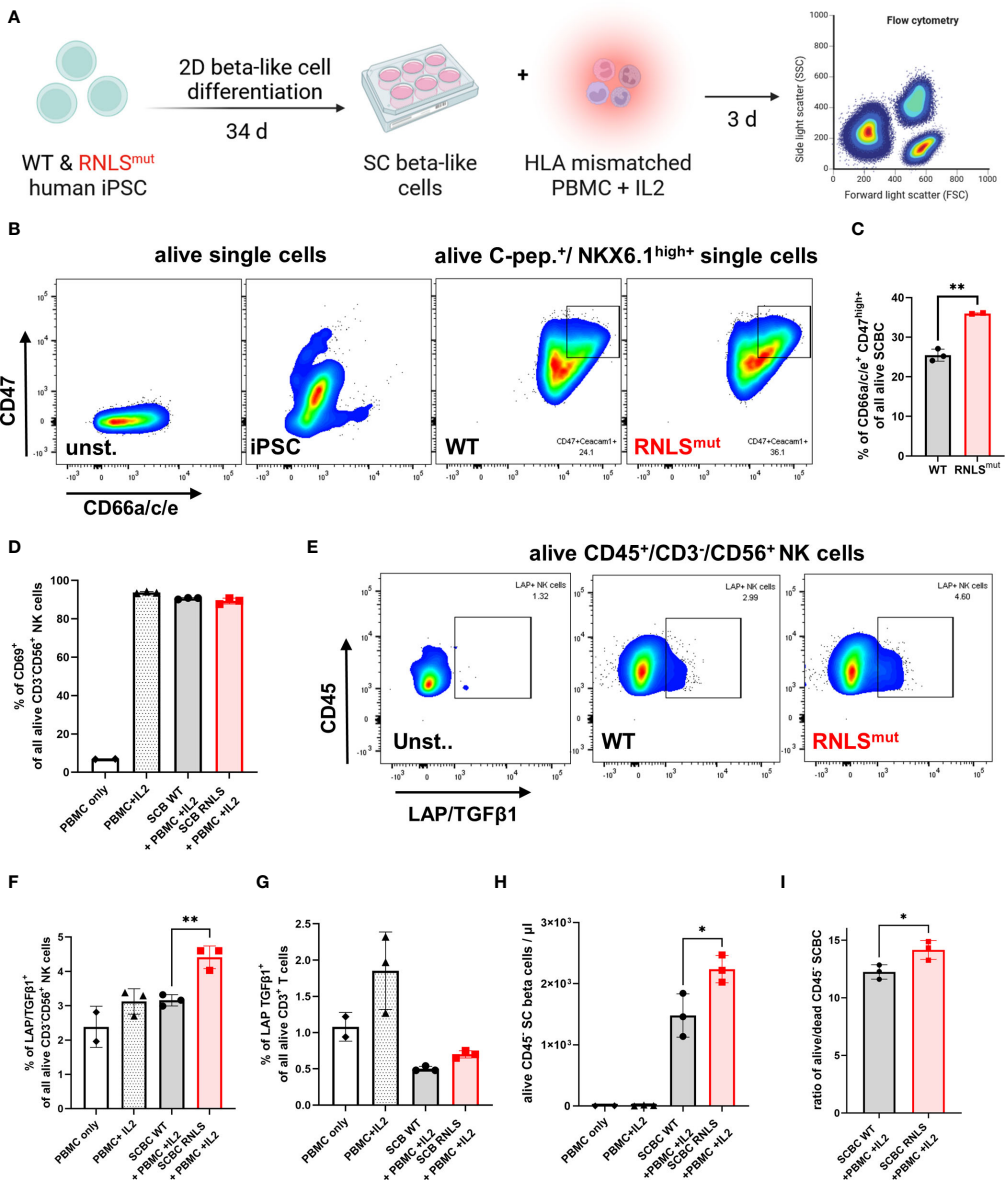
Rnls^mut^ stem cell (SC)-derived beta-like cells (SCBC) recapitulate key immune-regulatory features to modulate NK cell activity. **(A)** Schematic representation of the experimental design for SCBC differentiation and for human leukocyte antigen (HLA) mismatched PBMC co-culture approach comparing WT and RNLS-deficient SCBC. **(B, C)** Representative flow cytometry plots or quantification of indicated NK inhibitory ligands on the cell surface of C-peptide (C-pep.)^+^ NKX6.1^high+^ WT and RNLS^mut^ SCBC. **(D)** Quantification of activation marker CD69 on NK cells following 72-h incubation with IL2-stimulated HLA mismatched PBMC in co-culture with WT or RNLS^mut^ SCBC. **(E–G)** Representative flow cytometry plots or quantification of latency-associated peptide (LAP)/TGFβ1 surface expression on indicated immune cell types following IL2-stimulated HLA mismatched PBMC co-culture for 72 h. **(H, I)** Quantification of total numbers of indicated alive CD45^-^ SCBC **(H)** or alive/dead ratio of indicated SCBC **(I)** following IL2-stimulated HLA mismatched PBMC co-culture for 72 h. Results represent the mean ± SD from one out of two independent experiments (*n* = 2–3). **(C, I)** **p < 0.01(unpaired two-tailed *t*-test). (D–H)*p < 0.05, **p < 0.01 (one-way ANOVA with Dunnett *post hoc* test).

## Discussion

In this work, we provide compelling evidence supporting the critical involvement of NK cells in orchestrating the immune-regulatory milieu surrounding Rnls^mut^ beta cells. In our previous study, we already observed a marked reduction in NK cell frequency within Rnls^mut^ beta cell grafts compared to WT counterparts, suggesting a potential link between NK cells and the protective effects conferred by Rnls^mut^ beta cells (10). Here, further characterization of graft-infiltrating NK cells revealed distinct gene expression profiles, with NK cells derived from Rnls^mut^ beta cell grafts exhibiting upregulated expression of immune-regulatory Tgfβ1, reinforcing their role in mitigating autoimmune responses. Dysregulation of Tgfβ1 signaling has been implicated in various autoimmune disorders, highlighting its crucial role in maintaining immune homeostasis and preventing autoimmunity (22). Notably, depletion of NKp46^+^ cells abrogated the protective effects of Rnls^mut^ beta cells against autoimmunity, underscoring the indispensability of innate lymphoid cells, especially NK cells, in mediating immune regulation within the beta cell graft microenvironment.

Our previous work has established that PD-L1 blockade abrogates the survival advantage of Rnls^mut^ beta cells, implicating the PD-1/PD-L1 checkpoint as a crucial mediator of immune regulation in beta cell graft survival. In extension of our previous finding, our current observations elucidate the role of NKp46^+^ innate lymphoid cells in shaping the phenotype of APCs within the beta cell grafts. We observed a significant reduction in the frequency of mature MHCII^high+^ APCs within Rnls^mut^ beta cell grafts, which was completely dependent on the presence of graft-infiltrating NKp46^+^ immune cells. Enhanced secretion of Tgfβ1 derived from NK cells most likely induces the tolerogenic APC phenotype in Rnls^mut^ beta cell grafts. It is well established that Tgfβ1 prevents dendritic cell maturation including MHCII upregulation, underscoring the intricate cross-talk between NK cells and APCs we have observed here (23). In the context of lung cancer, the interplay between NK cells and APCs has also been noted to have immune-regulatory implications, including impairments in MHCII expression and in modulation of immune checkpoint pathways (24). Of note, and in line with our observations, Tgfβ1 has been described as potent inducer of PD-L1 expression on APCs in pancreatic islet transplantation (11). This suggests that NK cells play a pivotal role in shaping the tolerogenic phenotype of APCs, thereby contributing to the overall immune-regulatory environment conducive for survival of beta cell grafts.

In this study, *in vitro* co-culture experiments provided mechanistic insights into the direct modulation of NK cell activity by Rnls^mut^ beta cells. Beta cells deficient for *Rnls* exhibited the ability to attenuate NK cell activation and cytotoxicity, while concurrently promoting the expression of anti-inflammatory Tgfβ1. Interestingly, Rnls^mut^ beta cells also upregulated inhibitory immune checkpoint molecules such as CD47 and Ceacam1, further corroborating their role in dampening NK cell activity and immune responses (25–29). Overexpression of CD47 on hypo-immunogenic MHCI/II-deficient islets have already been described to play a significant role in the inhibition of NK cells to prevent rejection of engrafted cells in humanized mice (30). However, other surface molecules or immune-modulatory alterations such as cellular metabolism in Rnls^mut^ beta cells may contribute to the inhibition of NK cell activity as well. The results obtained in this study indicate that enhanced glucose metabolism in Rnls^mut^ beta cells contributes to elevated expression of CD47, as the inhibition of glycolysis by 2DG treatment strongly reduced cell surface expression of CD47. It has been shown that PD-L1 expression is regulated by glucose metabolism (20), but it has not been described before that CD47 surface expression is regulated similarly by glucose metabolism. It is known that the expression of PD-L1 and CD47 is often regulated by similar mechanisms such as by stimulation with Ifng (19). However, future studies have to investigate the molecular mechanism how glucose metabolism is linked to the upregulation of CD47 surface expression on beta cells.

Moreover, our findings extend to human beta-like cells derived from induced pluripotent SCs, highlighting the translational relevance of our observations. RNLS^mut^ SCBCs exhibited similar patterns of NK cell regulation and upregulated expression of inhibitory immune checkpoint molecules CD47 and CD66a/c/e. In addition to mouse-derived NIT-1 cells, RNLS^mut^ SCBCs also mediate the induction of TGFβ1 on both human NK cells and T cells (10), further affirming the conservation of immune-modulatory mechanisms across species. This is in line with our previous study where we demonstrated that RNLS^mut^ SCBCs are resistant to stress-induced apoptosis similar to *Rnls*-deficient NIT-1 beta cells (9).

Overall, our study elucidates the intricate interplay between Rnls^mut^ beta cells and NKp46^+^ NK cells in orchestrating protective immune regulation, unveiling potential targets for therapeutic intervention in autoimmune diabetes. By unraveling the mechanisms underlying immune modulation within the beta cell microenvironment, our findings pave the way for the development of novel strategies aimed at preserving beta cell function and improving graft survival in T1D.

## Research design and methods

### Mice

NOD (nonobese diabetic), NOD.scid (NOD.Cg-Prkdc^scid^/J), and NSG (NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ) mice were purchased from The Jackson Laboratory. Animals were housed in pathogen-free facilities at the Joslin Diabetes Center and all experimental procedures were approved and performed in accordance with institutional guidelines and regulations (IACUC protocol number 2013–03).

### Cell lines and induced pluripotent stem cell-derived beta-like cell differentiation

NIT-1 cells were obtained from ATCC (cat # CRL-2055). Cells were maintained in DMEM, high glucose, and pyruvate (cat # 11–995-073; Gibco), supplemented with 2 mM L-glutamine (cat # 25–030-081; Gibco),10% FCS (cat # 10–082-147; Gibco), 50 μM 2-mercaptoethanol (cat # 60–24-2; Sigma-Aldrich), and penicillin/streptomycin (cat # 15140122; Thermo Fisher Scientific) in a 37°C incubator with 5% CO_2_. Rnls^mut^ NIT-1 cells were generated previously (10). Human induced pluripotent stem cells (iPSCs) obtained from Local donor 3 with T1D were carefully maintained and differentiated following robust protocols tailored for beta cell differentiation (31). Cultured in planar form using mTeSR medium (cat# 85850; Stem Cell Technologies), iPSCs subjected to daily media changes to sustain optimal growth conditions. Employing a 2-D differentiation protocol (32), iPSCs were seeded at stage 0 onto culture plates at a density of 0.8 × 105 cells/cm^2^, supplemented with 10 μM Y-27632 (cat # DNSK-KI-15–02; DNSK International) to enhance cell survival and adherence. Quality control measures were rigorously implemented at each differentiation stage, utilizing immunofluorescence (IF) or flow cytometry analyses with specific differentiation marker to assess differentiation efficiency and cellular identity (data not shown). For effective cell dissociation, TrypLE Express (cat # 12604013; Gibco) treatment was administered at 37°C for 10 min to disrupt cell**–**cell adhesions, facilitating the generation of single-cell suspensions. Following dissociation, cells were promptly fixed and stained as per established procedures (33) to visualize cellular marker indicative of beta cell differentiation. Quality control at stage 6 involved the use of antibodies targeting C-peptide and NKX6.1 analyzed by flow cytometry (see **Table 1**). Ethical approval for all human cell experiments was meticulously obtained from the Harvard University Institutional Review Board (IRB) and the Embryonic Stem Cell Research Oversight (ESCRO) committees, underscoring our commitment to ethical research practices and compliance with regulatory guidelines. RNLS^mut^ iPSCs from an individual with T1D (Local donor 3) were obtained, generated, and gifted by the Melton Lab (Harvard University) as described before (9).

**Table 1:** Antibodies used for flow cytometry.

Antibody specificity	Reactivity	Clone	Cat #	Vendor
C-peptide Alexa Fluor 647	Human	U8–424	565831	BD Biosciences
CD3 Brilliant Violet 785	Mouse	17A2	100232	BioLegend
CD3 Brilliant Violet 605	Mouse	17A2	100237	BioLegend
CD3 PE-Cy5	Human	HIT3a	300310	BioLegend
CD4 APC	Mouse	RM4–5	100516	BioLegend
CD8 FITC	Mouse	53–6.7	100706	BioLegend
CD11b APC-Cy7	Mouse	M1/70	101226	BioLegend
CD11c Brilliant Violet 711	Mouse	N418	117349	BioLegend
CD19 Pacific Blue	Mouse	1D3/CD19	152416	BioLegend
CD44 APC-Cy7	Mouse	IM7	103028	BioLegend
CD44 PE	Human	C44Mab-5	397504	BioLegend
CD45 PE-Cy7	Mouse	30-F11	103114	BioLegend
CD45 PE-Cy7	Human	2D1	368532	BioLegend
CD47 APC	Mouse	Miap301	127514	BioLegend
CD47 PE-Cy7	Human	CC261	323113	BioLegend
CD56 Brilliant Violet 605	Human	HCD56	318334	BioLegend
CD66a	Mouse	Mab-CC1	134540	BioLegend
CD66a/c/e Brilliant Violet 421	Human	ASL-32	342313	BioLegend
CD69 PE-Cy5	Mouse	H1.2F3	104510	BioLegend
CD69 Brilliant Violet 421	Human	FN50	310930	BioLegend
CD107a FITC	Mouse	1D4B	121606	BioLegend
CD200 (OX2) APC	Mouse	OX90	123810	BioLegend
CD200 (OX2) Brilliant Violet 711	Human	OX-104	329222	BioLegend
F4/80 FITC	Mouse	BM8	123108	BioLegend
I-A^k^ (MHC class II) PE	Mouse	10–3.6	109908	BioLegend
LAP/TGF-β1 PE	Mouse	TW7–16B4	141404	BioLegend
LAP/TGF-β1 FITC	Human	S20006A	300010	BioLegend
Ly-6C Brilliant Violet 421	Mouse	HK1.4	128032	BioLegend
Ly-6G Brilliant Violet 785	Mouse	1A8	127645	BioLegend
NKp46 Brilliant Violet 711	Mouse	9E2	331936	BioLegend
NKp46 PerCP/Cyanine5.5	Mouse	29A1.4	137610	BioLegend
NKX6.1 PE	Human	R11–560	563023	BD Biosciences
PD-L1 PerCP/Cyanine5.5	Mouse	10F.9G2	124334	BioLegend

### Bulk RNA sequencing

Bulk RNAseq of WT and Rnls^mut^ NIT-1 cells were performed previously (10). In brief, triplicates of 2 × 106 NIT-1 cells were used for RNA isolation using Zymo Quick-RNA miniprep plus kit (cat # R1058; Zymo Research), following the manufacturer’s protocol. RNA libraries were prepared, and subsequently quality control tested by Novogen Corporation Inc. Sequencing was performed on an Illumina NovaSeq 6000 sequencing system for a >20 million read data output (Novogen Corporation Inc.). For enrichment analysis of immune system-related genes (according to GSEA-MSigDB, https://www.gsea-msigdb.org) the 1,500 most significant upregulated genes in *Rnls* mutant *vs.* WT control are shown (**Figure 3A**).

### NK cell/NIT-1 beta cell co-culture

NK cells were obtained from spleens of 8- to 16-week-old non-diabetic NOD/ShiLtJ mice purchased from The Jackson Laboratory (strain #: 001976; three to four spleens were used per experiment to collect sufficient amount of NK cells) using the NKp46^+^ NK Isolation Kit (cat # 130–115-818; Miltenyi Biotec). For co-culture experiments, 10^4^ NIT-1 cells were seeded in each well of a 96-well flat bottom (trans-well assays) or round-bottom (co-culture assays) plate in 100 μl of NK cell medium (DMEM, high glucose, pyruvate (cat # 11–995-073; Gibco), supplemented with 10% FCS (cat # 10–082-147; Gibco), 2 mM L-glutamine (cat # 25–030-081; Gibco), and penicillin/streptomycin (cat # 15140122; Thermo Fisher Scientific) following incubation for 3 days in a 37°C incubator with 5% CO_2_. In trans-well assays, NK cells were fluorescently labeled using *Tag-it Violet* proliferation dye according to the manufacturers’ protocol (cat # 425101; BioLegend) and 5 × 10^4^ NK cells were added to NIT-1 cell-containing 96-well plates either in direct co-culture or on a trans-well insert (cat # 3380; Corning). Recombinant mouse (m)IL-2 (cat # 575406; BioLegend) was added to stimulate NK cells with a total of 20–100 ng/mL final concentration as indicated. For trans-well assays, 100 ng/mL mIL2 was freshly added daily to achieve stronger NK cell proliferation. To investigate NK cell proliferation, NK cells were stained with Tag-it Viole Proliferation and Cell Tracking Dye (cat # 425101; BioLegend) according to the manufacturer’s instructions. Conditioned media experiments were performed by the addition of medium derived from WT or Rnls^mut^ NIT-1 cells with a ratio of 1:1 (conditioned media:NK cell media). Additional conditioned medium was supplemented following 24 h (final ratio 3:1) and 48 h (final ratio 4:1) each time in combination with repetitive IL2 stimulation (100 ng/mL). Supernatants were collected following centrifugation for 5 min at 300 g and stored at −20°C. ELISA for Ifng (cat # MIF00; R&D Systems) and Tgfβ1 (cat # DB100C; R&D Systems) were performed according to the manufacturer’s instructions. In all experiments, cells were co-cultured in a 37°C incubator with 5% CO_2_ for 72 h, then collected and stained as described in the “Flow cytometry” section with indicated antibodies.

### PBMC/SCBC co-culture

PBMCs collected from allogenic donors (under protocol Joslin CHS # 2013–10) in EDTA tubes were isolated using Lymphoprep density gradient medium (cat # 07801; Stem Cell Technologies). A total of 5 × 10^6^ PBMCs were transferred into each well of a 6-well plate with fully confluent WT or RNLS^mut^ SCBC in 3 mL of HEPES buffered PBMC medium [RPMI-1640 with penicillin/streptomycin, L-glutamine, and HEPES (cat # ABI-Custom American BioInnovations), supplemented with 10% human AB serum (cat # H5667; Millipore Sigma) and 100 ng/mL recombinant human IL2 (cat # 589104; BioLegend)] following incubation at 37°C with 5% CO_2_. Following co-culture for 72 h, cells were detached with Trypsin-EDTA (cat # 25–200-056; Gibco) and filtered using a 70-μm pore size strainer twice to obtain a single-cell solution. Collected cells were stained with indicated antibodies listed in **Table 1** as described in the “Flow cytometry” section. The quantification of alive CD45^-^ SCBCs was performed by using Precision Count Beads (cat # 424902; BioLegend). Cells were collected and stained as described in the “Flow cytometry” section with indicated antibodies.

### Splenocyte transfer mouse model and graft isolation

WT and Rnls^mut^ NIT-1 beta cells (10^7^ each) were injected subcutaneously (s.c.) into opposite flanks of the same immunodeficient NOD.Cg-Prkdc^scid^/J (NOD; strain #: 001303) or NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^/SzJ (NSG; starin #: 005557) mice purchased from The Jackson Laboratory. Four days later, autoreactive splenocytes from recently diabetic NOD mice were isolated and red blood cells were lysed using 5 mL of ACK lysing buffer (cat # A1049201; Thermo Fisher Scientific) for 4 min at RT. Lysis was stopped using 5 mL of PBS/10% FCS followed by two washing steps using PBS only. Splenocytes were filtered two times in total through a strainer with 70 μm pore size to obtain a single-cell solution. For NK cell depletion, NKp46-expressing splenocytes were removed by using the anti-NKp46 MicroBead kit (cat # 130–095-390; Miltenyi Biotec) according to the manufacturer’s instructions. Splenocytes (10^7^/mouse) were injected intravenously (i.v.) into NIT-1 cell-bearing NOD.scid/NSG recipient mice to transfer autoimmune beta cell killing for a total of 17 days. NIT-1 beta cell graft isolation was performed as described before (10). In brief, grafts were isolated and scaled on an analytical balance 17 days after splenocyte transfer. Grafts were cut into small pieces and digested using HEPES buffered RMPI 1640 (cat # R4130–10L; Sigma-Aldrich) supplemented with 1 mg/mL Collagenase D (cat # 11088858001; Sigma-Aldrich), 20 μg/mL DNase I (cat # EN0521; Thermo Fisher Scientific), 2% FCS, and 50 μg/mL lipopolysaccharide neutralizing agent Polymyxin B sulfate (cat # 1405–20-5; Sigma-Aldrich) for 45 min at 37°C while shaking by maximum speed (750 rpm) on a heating block. Digested grafts were further disaggregated and filtered through a strainer with 70 μm pore size twice to obtain a single-cell solution. For flow cytometry analysis, cells were stained with the antibodies listed in **Table 1** in two separate panels (panel 1: T cells and NK cells; panel 2: myeloid cells and B cells).

### Single-cell RNA sequencing

The scRNAseq experiment was performed in our previous study (10). In brief, WT or *Rnls* mutant graft-infiltrating immune cells were FACS sorted (CD45^+^ PI^-^). Individual samples were labeled using hashtag antibodies and scRNAseq was performed on pooled samples using the Chromium Next GEM Single Cell 3’ GEM, Library & Gel Bead Kit v3.1 (cat # PN-1000213; 10x Genomics) according to the manufacturer’s instructions. Samples were super-loaded with 40,000 cells per reaction. The hashtag oligo library (HTO) was generated separately as described previously (https://citeseq.files.wordpress.com/2019/02/cell_hashing_protocol_190213.pdf). Illumina NovaSeq 6000 with approximately 1.1 billion reads was used to sequence the gene expression library, while the HTO library was sequenced separately by Illumina NextSeq with approximately 130 million reads total each. For further details on QC and analysis procedure, please refer to our previous work (10). In this study, gene set enrichment analyses of graft-infiltrating NK cells and ILC1 were performed by using the molecular signatures of hallmark gene sets provided by the MSigDB database (http://www.gsea-msigdb.org/). The indicated number of differential expressed genes within the indicated immune cell population derived from WT or Rnls^mut^ NIT-1 beta cell grafts were used as input.

### Flow cytometry

All cell surface staining procedures were performed in PBS/2 mM EDTA/10% FCS. Single-cell suspensions were pre-incubated with FcR-blocking antibody solution (cat # 156604; BioLegend) for 5 min, then stained with antibodies against indicated molecules (**Table 1**) for 20 min on ice diluted in FcR-blocking solution. Appropriate isotype controls were purchased from BioLegend. Dead cells were excluded using propidium iodide (PI, cat # R37169; Thermo Fisher Scientific) or fixable viability dye eFluor 450 (cat # 65–0863; eBiosciences). For intracellular staining (SCBC QC), the *Transcription Factor Staining Buffer Set* (cat # 00–5523-00; Thermo Fisher Scientific) was used according to the manufacturer’s instruction. In brief, following surface staining of CD47, CD66/a/c/e, and CD200 performed as described above using human FcR blocking solution (cat # 422302; BioLegend), cells were washed with PBS/2 mM EDTA/10% FCS following cell fixation with *Fixation/Permeabilization* working solution and pulse vortexing. Cells were incubated for 90 min at 4°C and washed following 2 permeabilization steps using the provided *Permeabilization Buffer*. Cells were pre-incubated in 5% human FcR-blocking antibody solution for 15 min at room temperature (RT). Cells were stained with indicated antibodies against C-peptide and NKX6.1 (working dilution of 1:20) listed in **Table 1** for 30 min at RT. Cells were washed twice, kept on ice and analyzed by flow cytometry. For the 2DG experiment to inhibit glucose metabolism in NIT-1 cells, 2 × 10^5^ cells of indicated genotypes were seeded into a 24-well plate for 48 h with or without addition of indicated concentrations of 2DG or sterile dH_2_O as control. Cell surface staining of indicated molecules were performed as described above. Prior to analysis, all cell suspensions were filtered using a 35-µm strainer (cat # 352235; Corning) to avoid cell cluster. Data were acquired on an LSRII instrument (BD Biosciences) and analyzed with *FlowJo* software v.10.6.1 (FlowJo LLC). All data are shown using log-scale axes.

### Statistical analyses

Statistical analyses were performed by unpaired or paired tests or by one-way ANOVA as indicated using GraphPad Prism v 9.0.2 software. All data are presented as the mean ± standard deviation (SD). *p* < 0.05 was considered statistically significant. Sufficient sample size was estimated without the use of a power calculation. No samples were excluded from the analyses. No randomization was used for the animal experiments. Data analysis was not blinded. All data are representative of two or more similar experiments.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The studies involving human materials were approved by Harvard University Institutional Review Board (IRB) and the Embryonic Stem Cell Research Oversight (ESCRO) committees, and Joslin CHS # 2013-10. The studies were conducted in accordance with the local legislation and institutional requirements. The participants provided their written informed consent to participate in this study. The animal study was approved by Joslin Diabetes Center IACUC 2013-03. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

KB: Conceptualization, Formal Analysis, Investigation, Methodology, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing, Data curation. SW: Investigation, Methodology, Writing – review & editing, Formal Analysis. IG: Formal Analysis, Investigation, Methodology, Writing – review & editing. JL: Formal Analysis, Methodology, Writing - review & editing, Data curation. SK: Conceptualization, Funding acquisition, Supervision, Writing – review & editing. PY: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing.

# Supplementary material for: Beta cells deficient for Renalase counteract autoimmunity by shaping natural killer cell activity
**Source:** Front Immunol. 2024 Jun 4;15:1403752. doi: 10.3389/fimmu.2024.1403752

# Beta cells deficient for Renalase counteract autoimmunity by shaping natural killer cell activity

Kevin Bode, Siying Wei, Isabella Gruber, Jian Li, Stephan Kissler, Peng Yi

## Supplemental Data Figure Legends

**Supplemental Data Figure 1: *Rnls*<sup>mut</sup> graft-infiltrating NK cells and ILC1 show altered frequency and gene expression profiles.** (A and B) Volcano plot showing differential gene expression (DGE) of NK cells (A) and type 1 innate lymphoid cells (ILC1; B) derived from *Rnls*-deficient vs. WT NIT-1 beta cell grafts. Raw data used in this figure were obtained from a 3' gene expression single cell RNA sequencing experiment performed previously<sup>10</sup>. Altered expression of key cytokines are marked as red dots. The gray line indicates the threshold for significant changed gene expression ( $-\log_{10}(\text{p value}) \geq 1.3$ ). (C) Hallmark gene expression analysis showing the 10 most significantly changed pathways ( $-\log_{10}(\text{FDR}) \geq 2$ ) in ILC1. For ILC1 derived from *Rnls*<sup>mut</sup> and WT grafts, 430 or 355 significantly upregulated genes were used as input, respectively. 

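With 8 grafts of at least 10 ILC1, 1770 genes were tested and 32 were higher and 47 lower in Rnls mut grafts over both days at an unadjusted p of 0.05, where chance alone gives 88.5. The tested grafts held between 11 and 60 ILC1 each. At day 10, 47 genes were higher and 71 lower, and at day 17 the numbers were 36 and 29. Without the filter on low counts, 169 genes were higher and 162 lower over both days. More genes were tested there, so the chance value of 88.5 does not apply to these numbers. No gene passed an adjusted p of 0.05 over both days or at day 10 in edgeR's quasi-likelihood test, while DESeq2 called 0 and 1 there, with 24 and 43 at its unadjusted p. At day 17 edgeR called Ccl8, which was higher in Rnls mut grafts (log2 fold change 3.46, adjusted p = 0.0225 with Benjamini-Hochberg adjustment), and DESeq2 called 2 genes. Ccl8 was higher at day 17 to a similar extent in CD4+ T cells (2.57) and regulatory T cells (2.60) in fits without the filter. Its rise was therefore not particular to ILC1. For the difference between the days in ILC1, edgeR called Gm42418 (2.69 on the log2 scale, adjusted p = 0.0142).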

Datasets from our scRNAseq experiments are available from the Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE226361 as described before.<sup>10</sup> (D and E) WT and *Rnls*<sup>mut</sup> NIT-1 beta cell cells were injected *s.c.* into opposite flanks of immunodeficient NOD.scid mice, followed by *i.v.* injection of autoreactive splenocytes 4 days later. Grafts were harvested prior any noticeable differences in graft sizes were observed (E) and immune cells were characterized by flow cytometry (D; See Supplemental Figure 2 for representative flow cytometry plots showing gating strategy). (F-H) Successful depletion of NKp46<sup>+</sup> cells from diabetogenic splenocytes and NIT-1 beta cell grafts. (F) Representative flow cytometry analysis of CD3<sup>+</sup>NKp46<sup>+</sup> splenocytes of indicated conditions prior to *i.v.* injection into immunodeficient mice. (G and H) absolute event count of indicated graft-infiltrating immune cells. (I) Median fluorescence intensity (MFI) of MHC class II (MHCII<sup>+</sup>) expressing antigen presenting cells (APC) derived from NIT-1 beta cell grafts of indicated conditions analyzed by flow cytometry. Results represent the mean of four (A-C), five (G-I; Ctrl.) or six (D and E) paired biological replicates. \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , ns  $p > 0.05$  (paired two-tailed t-test). (J) RNA sequencing data showing enrichment plot for immune-regulatory interactions between a lymphoid

and a non-lymphoid cell of *Rnls*<sup>mut</sup> NIT-1 beta cells in comparison to WT control. Raw data used in this figure were re-analyzed from a bulk RNA sequencing experiment performed previously <sup>10</sup>.

**Supplemental Data Figure 2: Gating strategy to identify indicated cell subsets of graft-infiltrating immune cells.** Representative flow cytometry plots showing the overall gating strategy.

**Supplemental Data Figure 3: CD47 surface expression on NIT-1 beta cells is regulated by glucose metabolism.** Quantifications of CD47 expression on the cell surface of WT (**A** and **B**) and *Rnls*<sup>mut</sup> (**C** and **D**) NIT-1 beta cells following treatment with indicated concentrations of 2-deoxy-d-glucose (2DG) characterized by flow cytometry. Results represent the mean  $\pm$  SD from one out of three independent experiments (n=3). \*\*\*\* p<0.001, \*\*\* p<0.001, \*\* p<0.01, \* p<0.05, ns p>0.05, (one-way ANOVA with Dunnett post hoc test).

**Supplemental Data Figure 4: SCBC deficient for *Rnls* show elevated CD47 and CD66a/c/e surface expression.** Representative flow cytometry plots or quantifications of indicated beta cell marker or inhibitory NK cell ligands expressed on *RNLS*<sup>mut</sup> and WT induced pluripotent stem cell (iPSC)-derived beta-like cells (SCBC) characterized by flow cytometry. Results represent the mean  $\pm$  SD from one out of two independent experiments (n=2-3). \*\* p<0.01, \* p<0.05, ns p>0.05 (unpaired, two-tailed t-test).

# Supplemental Data Figure 1

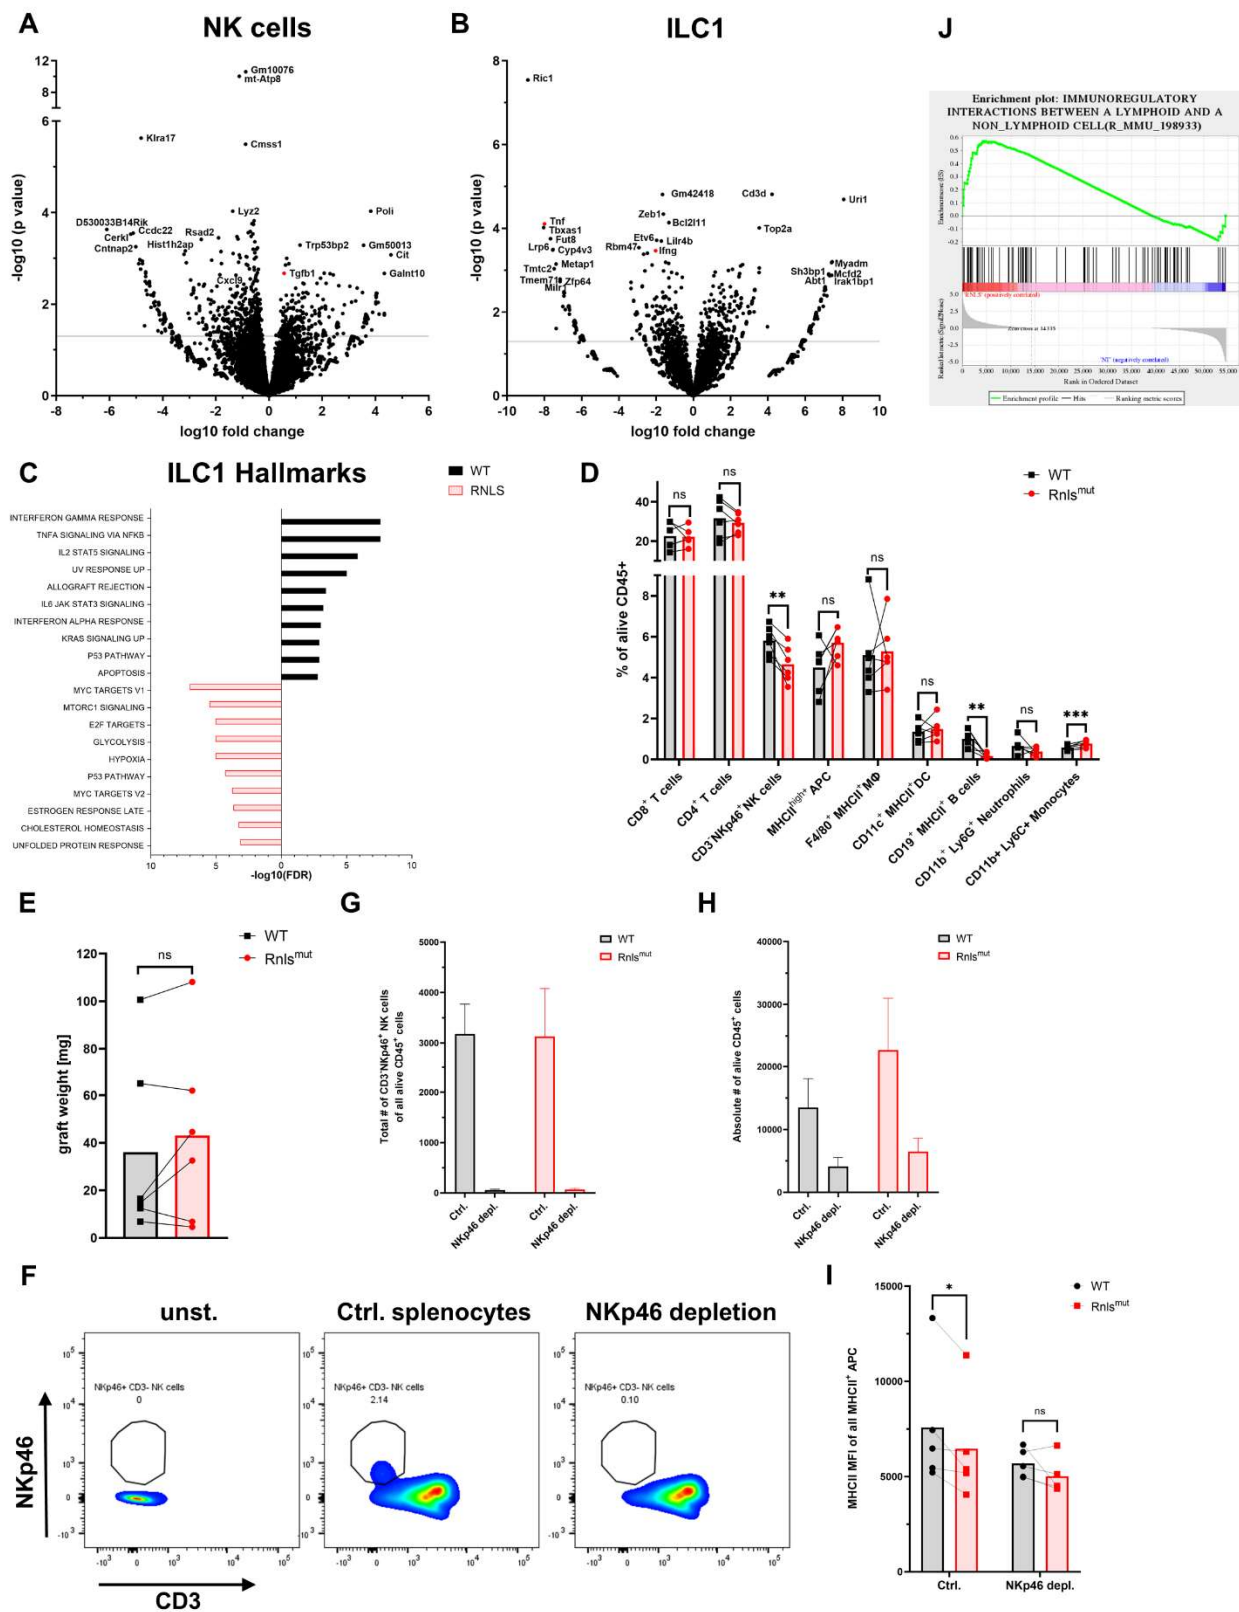

**Supplemental Data Figure 2**

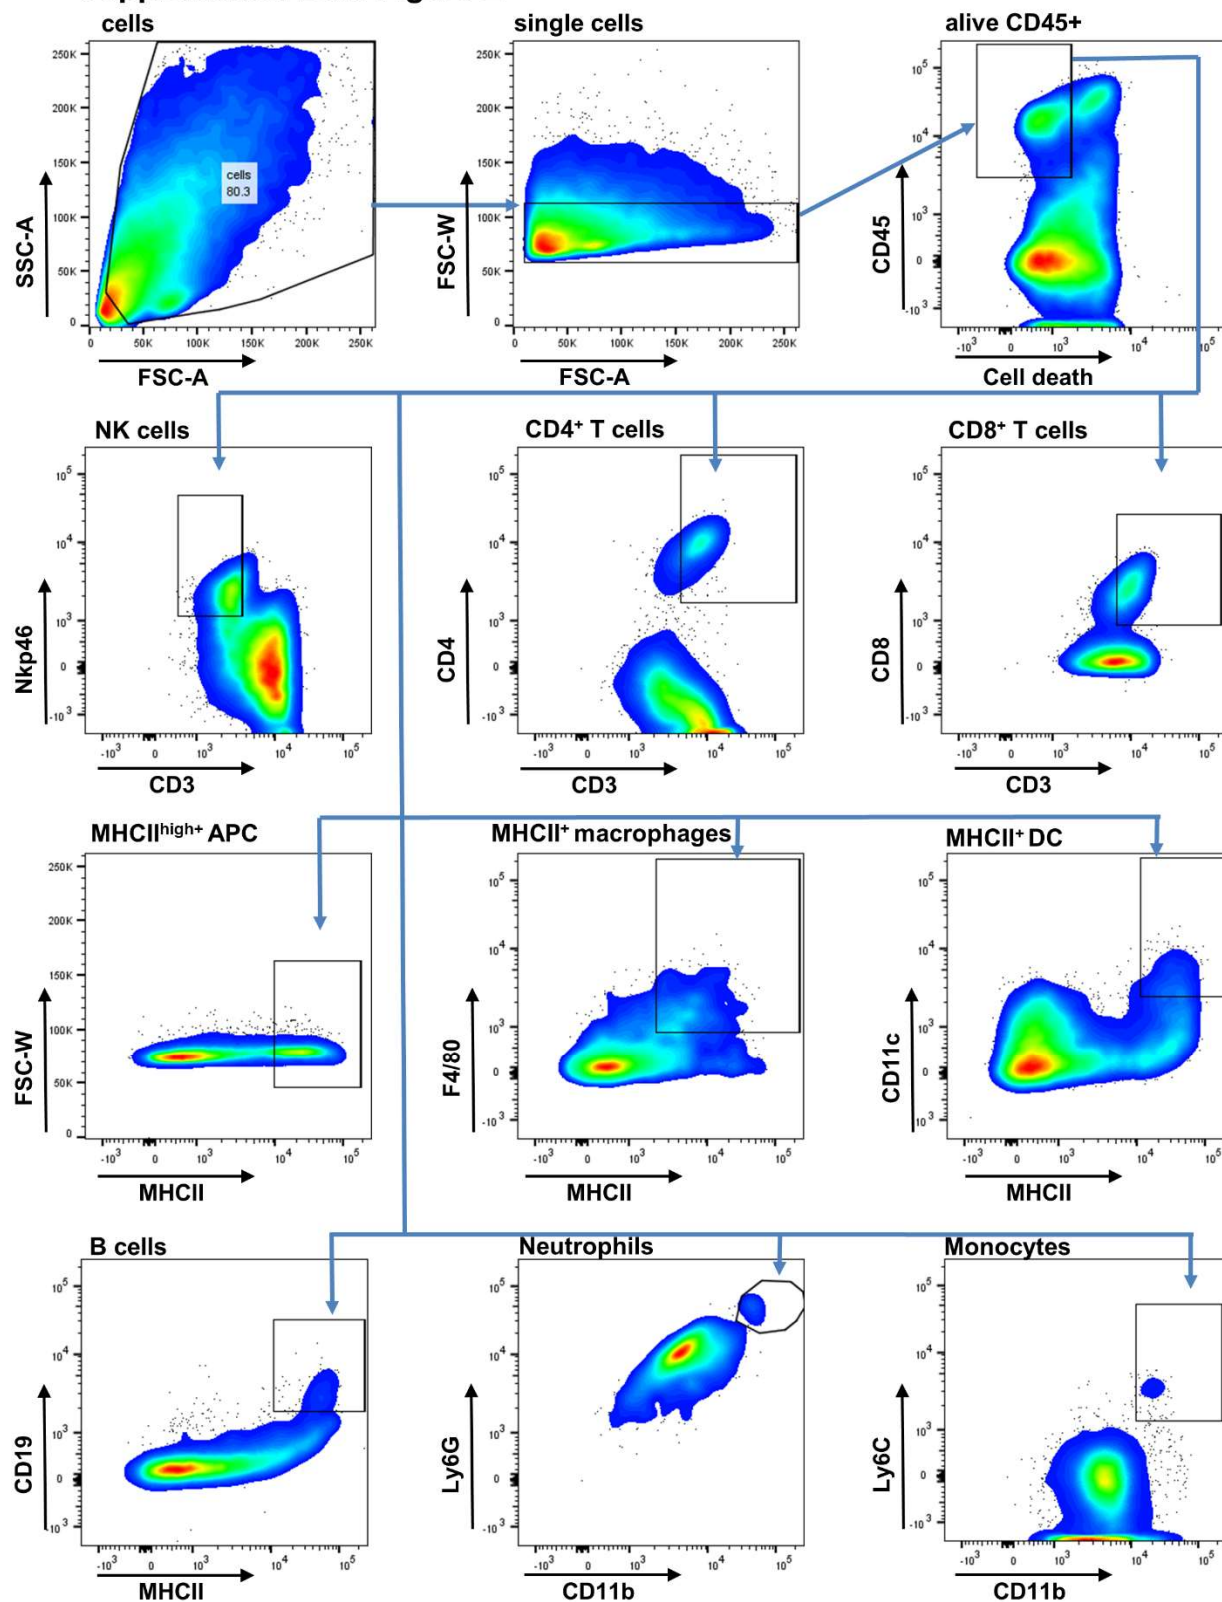

Supplemental Data Figure 3

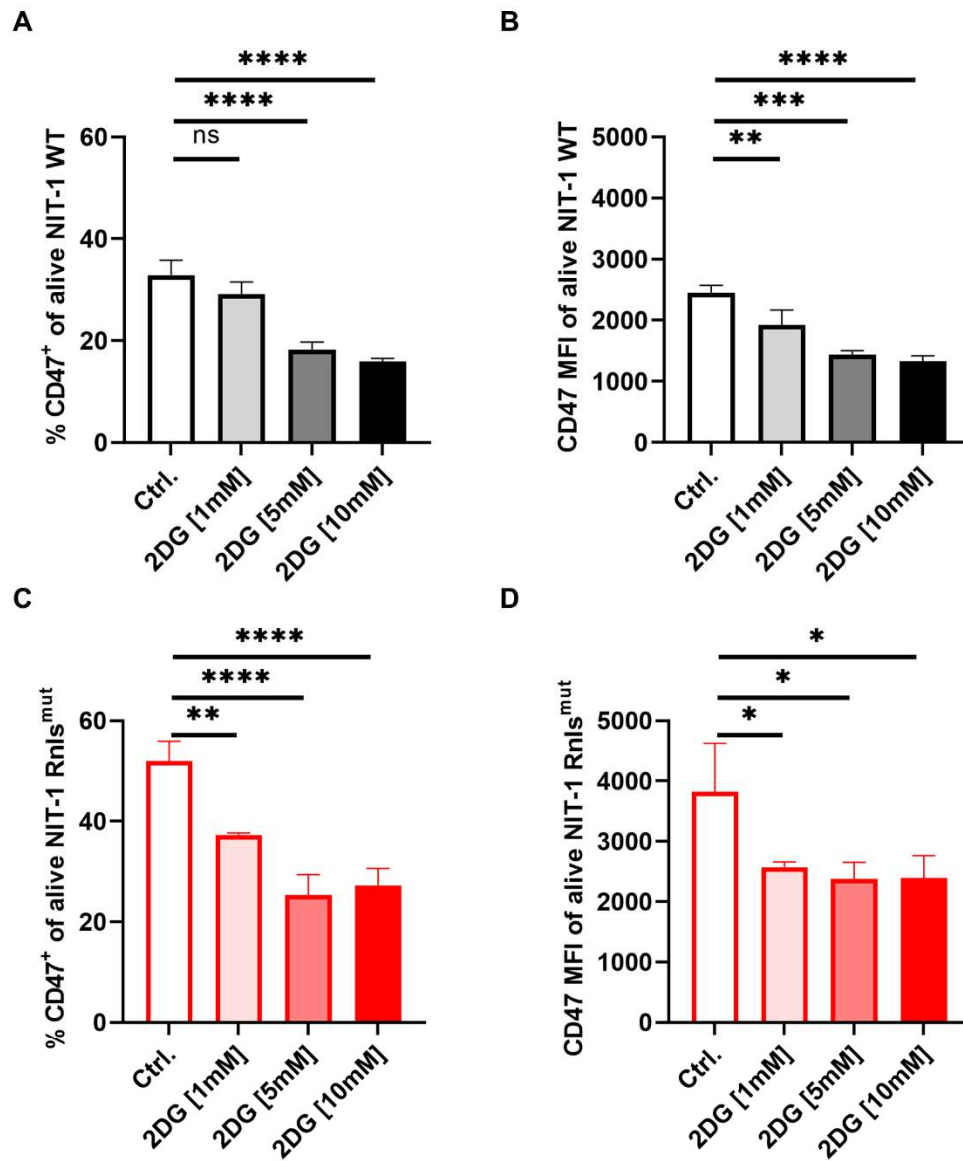

Supplemental Data Figure 4

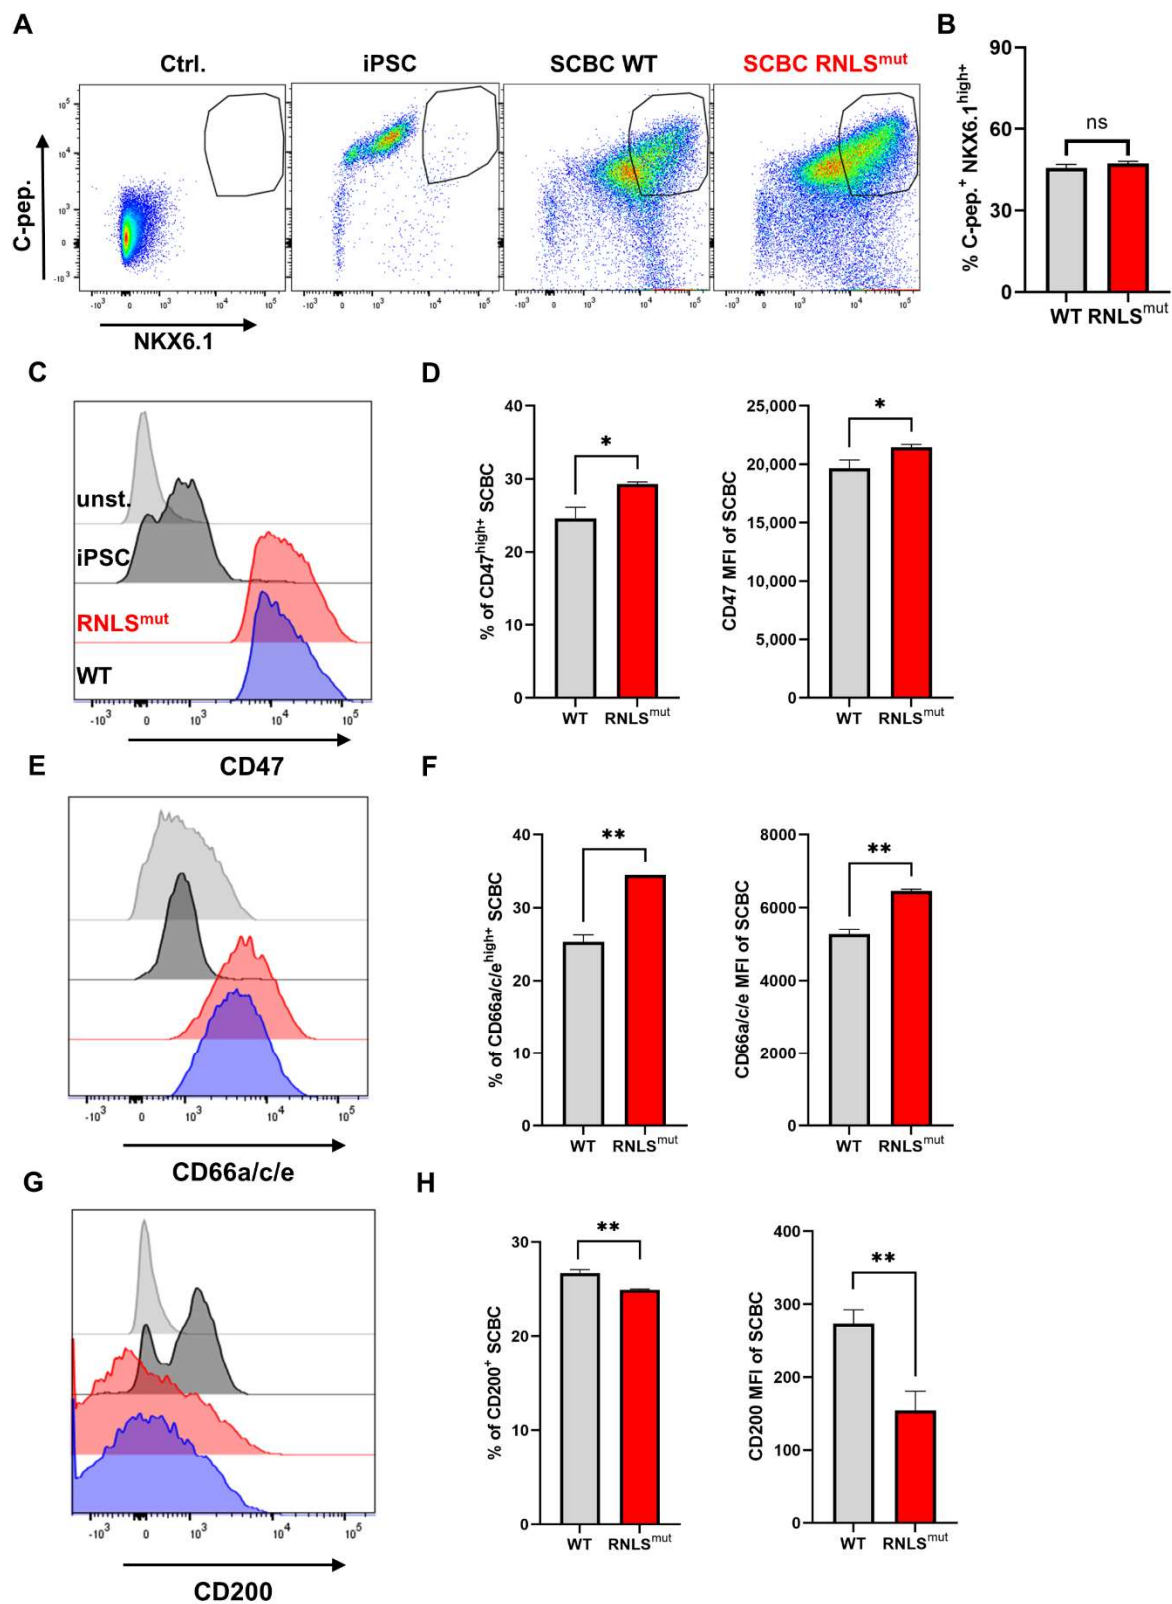

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

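CD45+ cells of WT and Rnls mut NIT-1 grafts were measured by droplet single-cell RNA sequencing at 10 and 17 days after splenocyte transfer, with 4 grafts per genotype and day and 16 grafts in all. The authors deposited raw UMI counts per gene and cell and, for each cell, a cluster (1 of 29), a cell type and a hashtag. What the authors ran before that (aligner, genome build, hashtag assignment, filters on cells) is not stated in the paper, which refers to an earlier study. In the table, all values were whole numbers, the highest share of mitochondrial UMIs in a cell was 9.74%, and no cell lay under 1001 UMIs. The authors' cell types were used as deposited. The targeted gene, Rnls, and the hashtag counts themselves were not analysed here.

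The replicate was the graft, given by library and hashtag, and UMIs were summed per graft over NK cells, ILC1, antigen-presenting cells or all cells. Grafts under 10 cells of a type were left out, which left 8 grafts for ILC1, 2 per genotype and day. The sums were tested with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3, with the genotype at each day as groups and contrasts for day 10, day 17, the mean of both days and the difference between days. Genes were counted at an unadjusted p of 0.05, the threshold in the paper's legends, and at a Benjamini-Hochberg adjusted p of 0.05. Tnf in ILC1 did not pass the filter on low counts and was kept in a separate fit, so its fitted fold changes carry no weight beyond the UMI counts given. Gene lists were tested with camera of limma 3.58.1 on log2 CPM. The 15 lists hold 405 genes in all and were written by hand, since the Hallmark sets were not at hand. They are named for interferon alpha and gamma response, NF-kB and early response, allograft rejection, hypoxia, glycolysis, Myc targets, E2F targets, G2M checkpoint, mTORC1 signaling, cholesterol homeostasis, MHC class II, T cell receptor, myeloid and beta cell transcripts. In the fits with the filter on low counts, fewer than 5 members of the beta cell list were tested, so it gave no result there. Without that filter all 15 lists entered in all CD45+ cells, and the beta cell list did not pass. Of the lists not named beside the paper's statements, hypoxia (median log2 fold change 0.20) was higher and E2F targets (-0.11), G2M checkpoint (-0.12) and Myc targets (-0.11) were lower in all CD45+ cells of Rnls mut grafts over both days at an adjusted p of 0.05. In the same comparison, the adjusted p was 0.134 for mTORC1 signaling, 0.459 for cholesterol homeostasis, 0.524 for MHC class II and 0.631 for the T cell receptor list, where for MHC class II the median was 0.015, the mean -0.047 and the test direction lower. Shares of cells and levels of single genes were compared with exact permutation tests of the genotype within days (70 assignments per day and 4900 over both, and 6 and 36 for ILC1 levels), with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6 in Python 3.11.15. Positions came from the GENCODE annotation of GRCm38, in which 31424 of the 32285 gene names (97.3%) were found.

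The genes named in the text were set by a rule: the genes the paper's text names, the genes labelled in Supplementary Figures 1A and 1B, at most 5 per direction with the smallest p among those past the adjusted threshold over both days, and at most 3 members of a gene list past it. Lyz2 and H2-Aa came in as members of lists. Ccl8, Apoe, Rps29, Wfdc17 and the other genes called at a single day or between days were named after their values were seen. This rule, the grouping, the tests, the lists and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, 1 or 20 cells as the minimum per graft, the hashtag number as a block, each day fitted alone, fry and an estimated correlation for the lists, other denominators for the shares, and each graft left out in turn.

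The model was tested on counts simulated from the means of these grafts, with known log2 changes of 1.5. For NK cells over both days, all 200 changed genes of 3076 tested were recovered at an adjusted p of 0.05, with 13 false calls. For ILC1, 150 of 195 changed genes of 1599 tested (76.9%) were recovered with 4 false calls, for all CD45+ cells 192 of 199 of 12346 tested (96.5%) with 6, and for antigen-presenting cells 199 of 199 of 10774 tested with 10. Over both days, changes of that size were therefore found in simulated counts of these depths, more often in NK cells than in ILC1. The simulated spread between grafts followed the fitted trend over all genes. Genes with a spread above that trend, comparisons at a single day and smaller changes were not simulated, so the recovery does not hold for them. Doublets were scored with Scrublet as run in scanpy 1.11.5 within each library. Its own threshold called 1 cell (0.00446%), so that setting was void, and the 6% of cells with the highest scores in each library (1346 cells) were left out instead as an alternative chosen after seeing this. A filter at 1000 UMIs and 10% mitochondrial UMIs removed 0 cells.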

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

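The tests of counting error and of a loss of macrophages as the whole cause, both for the WT graft below, the test of Tgfb1 against the myeloid transcripts, the test of a shift of equal size in all cell types, and the grouping of grafts at the unadjusted p were chosen only after the result was seen.

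WT graft 2 of day 17 stood apart from the other 3 WT grafts of that day, with 22.6% NK cells against 2.25% to 4.69% (Dixon's ratio 0.880, above the 95% critical value for 4 samples). Of 48 groups of 4 grafts examined for cell shares, 8 held a graft past this value, where chance gives about 1 in 20. Counting error is argued against, because the lower end of this graft's exact binomial interval was 18.3%. The ratio was 0.891 after the cells of highest doublet score were left out. This does not decide on doublets, because those cells were not shown to be doublets. Among lymphoid cells alone the graft no longer passed the critical value (ratio 0.712), which is consistent with a smaller share of macrophages and monocytes as part of the cause. Whether it is the whole cause is not decided. NK cells made up 38.5% of the lymphoid cells of this graft, against 17.6% in the next highest WT graft of day 17. The lower limit of 31.8% covers counting error only, not the spread between grafts. A difference in this recipient mouse or in the recovery of its cells stays open, as untested, and this graft decides the NK cell share of day 17, where the difference between genotypes was -5.10 percentage points with it and -0.341 without it.

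In NK cells, the genotype effect differed between day 10 and day 17 in 13 genes at an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 12 of them with a higher effect at day 17 and 1, Gm8797, with a lower one. They were Ccl8, Lyz2, H2-Aa, H2-Ab1, Gm10076, Rps29, Wfdc17, C1qa, mt-Nd4l, Apoe, Cd74, Ccnd2 and Gm8797. Lyz2 changed its direction, with a difference between the days of 2.56 on the log2 scale (standard error 0.31, adjusted p = 2.99e-05), from 90.9 ± 20.8 CPM in Rnls mut grafts against 227 ± 51.6 CPM in WT grafts at day 10 to 597 ± 138 CPM against 233 ± 29.7 CPM at day 17 (SD, n = 4 each; exact permutation test, p = 0.0286 at each day). At the adjusted p a random grouping of the grafts is argued against, since the real grouping was the only 1 of 100 to give 13 such genes. At the unadjusted p it is not, since 11 of 100 groupings gave as many as the 261 genes of the real one. Free RNA from myeloid cells is a candidate explanation for Lyz2: the 7 myeloid transcripts tested in NK cells moved with it by a median of 0.66, and Lyz2 moved in the same way in CD8+ and regulatory T cells, by 2.63 and 2.92, and in CD4+ T cells. Of the 7, the study picked Lyz2 among the labels of its plot from these libraries, and NK cells also express Tyrobp and Fcer1g. NK cells and T cells are not a usual source of Lyz2, whose level was 9805 CPM in monocytes. A difference between the libraries that all cell types share cannot be told apart from a difference between genotypes, because each library held 1 genotype at 1 day. Of the 13 genes, 12, all but Ccnd2, had the same sign of the difference in macrophages, CD4+ and CD8+ T cells, though in macrophages only 5 passed an unadjusted p of 0.05. A shift of equal size in all cell types is argued against for 9 of the 13 genes, whose difference between the days in CD4+ T cells lay more than 2 combined standard errors above that in macrophages: Lyz2 (2.85 against 0.40), H2-Aa (3.26 against 0.38), H2-Ab1 (3.22 against 0.44), Cd74 (2.46 against 0.26), C1qa (2.60 against 0.53), Ccl8 (3.64 against 0.84), Wfdc17 (2.30 against 0.15), Apoe (3.82 against 1.10) and Ccnd2 (0.66 against -0.76). For the other 4, such a shift stays open: Gm10076 (1.41 against 1.49), Rps29 (0.81 against 0.83), Gm8797 (-0.85 against -0.91) and mt-Nd4l (0.79 against 0.30). A difference in free RNA between the libraries, which would weigh less in macrophages for genes abundant there, is not excluded by these sizes. The cells of day 17 were also deeper in WT grafts, with a median of 5902 UMIs against 3083 in Rnls mut grafts. Whether this depth bears on the 13 genes was not tested. A change of the graft environment between days stays open, as untested.

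Tgfb1 in NK cells was higher in Rnls mut grafts by 0.68 on the log2 scale at day 10 and by 0.058 at day 17, a difference of -0.62 (standard error 0.29, unadjusted p = 0.0421 and adjusted p = 0.581 in edgeR's quasi-likelihood test). The difference fails the correction over all genes. Free RNA from myeloid cells is argued against for the rise at day 10, because the myeloid transcripts went the other way in NK cells, with a median of -0.18. A difference between the libraries shared by all cell types cannot be told apart from it. Tgfb1 was also higher at day 10 in CD8+ T cells by 0.33, in CD4+ T cells by 0.27, in regulatory T cells by 0.24 and in macrophages by 0.12, while the same kind of fit, without the filter on low counts, gave 0.62 in NK cells. Whether the rise in NK cells exceeds the others was not tested.

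Between the days, the effect on gene lists differed for 2 lists in NK cells, 4 in ILC1 and 10 in all CD45+ cells at an adjusted p of 0.05 in the camera test. In NK cells these were glycolysis (median difference -1.1, from 0.47 at day 10 to -0.53 at day 17) and the myeloid transcripts. In ILC1 they were glycolysis (-0.69), Myc targets (-0.94), myeloid transcripts (1.15) and NF-kB and early response genes (0.64). In NK cells 43 of 100 groupings of the grafts gave as many lists, and in all CD45+ cells 5 of 100 did, so a random grouping is not argued against. In ILC1 the real grouping alone of 18 gave 4 lists, but 18 groupings cannot decide, since even a single one of them is above 1 in 20. The glycolysis list also fell between the days in CD4+ T cells, with a median of -0.64, in CD8+ T cells (-0.89) and in macrophages (-0.44), so for glycolysis in NK cells a difference between the libraries and a change in NK cells cannot be told apart. A change in metabolism of the infiltrating cells between days stays open, as untested.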

How the results depend on the processing

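The settings that leave out the cells of highest doublet score, those that change several choices at once, and DESeq2 of a day alone without filter were chosen only after the data were seen. Of 898 comparisons of a result with an alternative, 731 kept the direction and the side of the threshold or stayed within 1.5 times the count, 93 moved, 31 lost the threshold, 22 gained it and 21 changed direction. Each result's threshold here is the unadjusted p of 0.05, and where no reason is given the cause was not tested.

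Counts of genes depended most on the filter on low counts, since without it more genes are tested (15577 against 3263 in NK cells). Without it, NK cells gave 646 genes at day 10, 715 at day 17, 683 over both days and 798 for the difference between days, of which 33 passed the adjusted p. ILC1 gave 364, 271 and 331 genes at day 10, at day 17 and over both days. When each day was fitted alone, NK cells gave 401 genes at day 10 and 80 at day 17. With at least 20 cells per graft, NK cells gave 197 genes over both days, with 15 grafts left. DESeq2 gave 43, 16 and 24 genes in ILC1 at day 10, at day 17 and over both days, and a minimum of 1 cell gave 37, 27 and 20. All CD45+ cells gave 1553 genes in a fit of day 10 alone. Of the settings chosen after the data were seen, DESeq2 of a day alone with no filter and at least 1 cell gave 265 genes at day 10 and 104 at day 17 in NK cells and 36 at day 10 in ILC1. No filter with at least 1 cell gave 467, 466 and 518 genes in ILC1 at day 10, at day 17 and over both days.

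With each graft left out in turn, NK cells gave 193 to 321 genes at day 17 and 110 to 216 over both days, both highest without WT graft 3 of day 17, and the count at day 10 reached from 128 to 226. ILC1 gave 97 to 222 genes at day 10 (highest without Rnls mut graft 3 of day 10), 57 to 136 at day 17 (highest without WT graft 1 of day 17) and 73 to 157 over both days (highest without WT graft 2 of day 17). All CD45+ cells gave 591 to 1558 genes over both days, the highest without WT graft 3 of day 17.

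Tgfb1 in NK cells kept its side of the threshold at day 10 under all 25 alternatives. Over both days it was 0.048 in a fit of day 17 alone and 0.29 to 0.44 with each graft left out, where it lost the threshold without Rnls mut graft 2 of day 17 and without Rnls mut graft 1 of day 10. At day 17 it ranged from -0.10 to 0.21 with each graft left out, lowest without Rnls mut graft 2 of day 17. In all CD45+ cells, Tgfb1 over both days lost the threshold without the filter (0.14) and in a fit of day 17 alone (0.019). With each graft left out it ranged from 0.13 to 0.21 and lost the threshold without WT graft 2 or WT graft 3 of day 10, and at day 17 from -0.010 to 0.11. Osm in all CD45+ cells lost the threshold without the cells of highest doublet score (0.44), in a fit of day 17 alone (0.13) and without any 1 of 7 grafts, with a range over all grafts left out from 0.35, without Rnls mut graft 1 of day 10, to 0.67. At day 10 it ranged from 0.57, without that graft, where it lost the threshold, to 0.98, and at day 17 from -0.040 to 0.50. Cd274 in antigen-presenting cells was -0.063 in a fit of day 17 alone and ranged from -0.030 to 0.18 over both days and from -0.26 to 0.15 at day 17 with each graft left out, so its direction is not set by these data.

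Ifng in ILC1 was -1.52 without the filter, -1.49 with at least 1 cell per graft, -1.55 without the cells of highest doublet score and -1.51 with no filter and at least 1 cell, and each passed the unadjusted threshold. At day 10 the same settings gave -1.94, -2.51, -2.11 and -2.37, and DESeq2 of day 10 alone gave -2.71. Among these settings, only those without the filter in edgeR passed the adjusted p (0.0131 over both days without the filter), and over the alternatives the adjusted p of Ifng over both days reached 1.00. With each graft left out, Ifng ranged from -2.74 to -0.22 over both days, from -4.36 to 0.035 at day 10 and from -1.93 to 1.45 at day 17. The upper ends came without WT graft 1 of each day, which held most of the Ifng UMIs of the WT grafts, with -0.22 reached without that of day 17. The fitted values of Tnf in ILC1 ranged from -2.78 to -2.43 over both days and from -5.95 to -5.46 at day 10, where no UMI was counted in Rnls mut grafts, so these values depend on the fit and are no bounds. Leaving out a graft of ILC1 left 1 graft in a group, so the threshold of Tnf or Ifng cannot be judged in such fits. In a fit of day 17 alone Tnf was 0.44.

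The NK cell share over both days kept its direction under all 20 alternatives, from -5.98 to -2.59 percentage points with each graft left out. It lost the exact test's threshold in 7 of them, each a graft left out, with exact p up to 0.0792. The share of ILC1 at day 10 was 0.0929 percentage points higher in Rnls mut grafts with T cells left out of the denominator, and ranged from -0.200 to 0.0982 with each graft left out. The CD4+ T cell share at day 17 ranged from -6.25 to 2.62, highest without WT graft 1 of day 17. The CD4+ T cell share with T cells left out has no value and was not computed.

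For the gene lists, fry and camera with an estimated correlation each left 1 list in NK cells at day 10 and 1 for the difference between days, where the preset correlation called 4 and 2. They left 0 lists in ILC1 at day 10 and for the difference between days, and 0 in all CD45+ cells over both days, at day 10 and for the difference between days, where the preset correlation called 2, 4, 5, 10 and 10. Without the filter, 3 lists passed in NK cells at day 17, 2 in ILC1 over both days, 5 in ILC1 at day 10 and 7 in ILC1 for the difference between days. With each graft left out, the number of lists ranged in NK cells from 0 to 3 over both days, from 2 to 4 at day 10, from 1 to 4 at day 17 and from 1 to 5 for the difference between days. In all CD45+ cells it ranged from 3 to 7 over both days and from 5 to 12 for the difference between days. For ILC1 it is not given, since such fits left 1 graft in a group. The lowest values in all CD45+ cells came without Rnls mut graft 2 of day 10 and without WT graft 2 of day 17.

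The WT and Rnls mut grafts came from opposite flanks of the same mice, and the paper calls these replicates paired, but whether equal hashtag numbers mark 1 mouse is not stated. Deviations of same-numbered grafts from their group means correlated between -0.60 and 0.57 at day 10 over all CD45+ cells (across 2000 genes, which are not independent), and those of grafts with different numbers between -0.57 and 0.57. Same-numbered grafts of day 17 correlated by -0.045, 0.38, 0.27 and 0.17, against -0.25 to 0.21 for different numbers. In NK cells the same-numbered grafts correlated by 0.14, 0.096, 0.12 and -0.087 at day 10, where different numbers lay between -0.14 and 0.13, and by 0.066, 0.0058, 0.22 and -0.0096 at day 17, against -0.14 to 0.084. Whether the numbers pair the grafts is not settled. With the hashtag number as a block, NK cells gave 210 genes at day 10, 223 at day 17 and 139 over both days, and 301 for the difference between days, and Tgfb1 in NK cells over both days was 0.37. With the block, 2 lists passed in NK cells at day 17, the myeloid transcripts and glycolysis, which was lower in Rnls mut grafts (median -0.53, adjusted p = 0.00900, and 0.0962 without the block). With the block, the NK cell share had an exact p of 0.0391 over both days and 0.125 at day 10. In every same-numbered pair of day 10 the share was lower in the Rnls mut graft. The p of 0.125 is therefore the smallest that this test allows, and day 10 could not pass. Joined with no filter, a setting chosen after the data were seen, the block gave 476, 576 and 459 genes in NK cells at day 10, at day 17 and over both days, and 646 for the difference between days, 43 of them at the adjusted p. In the same setting Tgfb1 in all CD45+ cells over both days was 0.14. In ILC1, the block could be fitted only with at least 1 cell per graft, which gave 33, 29 and 21 genes at day 10, at day 17 and over both days with the filter, and 165 and 149 at day 17 and over both days without it. Ifng in ILC1 was then -1.33 with the filter and -1.26 without it over both days, -2.82 and -2.60 at day 10, and 0.17 and 0.081 at day 17.

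For ILC1, a minimum of 20 cells left too few grafts for a fit. The filter on cells of low quality and Scrublet's own threshold removed almost no cells and say nothing about stability. Depth limits ILC1 most, with 3449 to 115846 UMIs per graft against 67046 to 710194 for NK cells.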

Differences from the paper's values

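No test in this part was chosen only after the result was seen, apart from the settings marked so below, and no cause of a difference is named.

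For NK cells, the paper's number of genes higher in Rnls mut grafts is 213, and here it was 81 at day 10, 97 at day 17 and 56 over both days. The paper's number of genes higher in WT grafts is 506, against 79 at day 10, 95 at day 17 and 67 over both days here. Of the alternatives set before the data were examined, no filter on low counts gave values within 1.5 times the paper's in both directions. This held at each day and over both days, with 263 and 383 at day 10, 264 and 451 at day 17 and 225 and 458 over both days. The total of each pair lay below the number that chance alone gives for the genes tested without the filter. For the genes higher in Rnls mut grafts alone, other alternatives also came within 1.5 times. They were a fit of day 10 alone (208), at least 20 cells per graft at day 17 (155) and leaving out WT graft 3 (176) or WT graft 4 (155) of day 17. With no filter and the hashtag number as a block, a setting chosen after seeing the values, 182 genes were higher at day 10, and 221 were higher and 355 lower at day 17. DESeq2, a minimum of 1 cell, the block with the filter and the other grafts left out stayed outside it.

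For ILC1, the paper's numbers are 430 genes higher in Rnls mut grafts and 355 higher in WT grafts. Here, 47 genes were higher and 71 lower at day 10, 36 and 29 at day 17, and 32 and 47 over both days. None of the alternatives set before the data were examined came within 1.5 times of either number. With no filter and at least 1 cell per graft, a setting chosen after seeing the values, 267 genes were lower at day 17 and 277 over both days, within 1.5 times of the paper's number, while the genes higher in Rnls mut grafts stayed outside it.

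The paper's highest share of NK cells is 14%, and the highest here was 22.6% over both days and at day 17, while at day 10 it was 13.96%. The paper's limit for ILC1 is 1%, and the highest share here was 4.00% over both days and at day 17, while at day 10 it was 1.02%. These largest shares were not recomputed under the alternatives.

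In Supplementary Figure 1A the fold change of Tgfb1 in NK cells is about 0.6, read by eye, and here it was 0.37 over both days and 0.058 at day 17. The axis of that plot names log10, but the series of labelled genes matches the values here on the log2 scale: at day 10 Tgfb1 was 0.68 on the log2 scale and 0.203 on the log10 scale. At day 10 it lies within the standard error of the paper's value in 24 of 25 alternatives, over both days only a fit of day 10 alone does, and at day 17 none does. For Lyz2 the same plot shows about -1.4, read by eye in Supplementary Figure 1A, against 0.045 over both days and 1.33 at day 17. For Gm10076 it is about -0.9 in Supplementary Figure 1A, read by eye, against 0.039 over both days and 0.87 at day 17. For mt-Atp8 it is about -1.1 in Supplementary Figure 1A, read by eye, against -0.37 over both days and 0.28 at day 17. For Cmss1 it is about -0.9 in Supplementary Figure 1A, read by eye, against -0.39 over both days and 0.014 at day 17. At day 10 the values of these 4 genes were -1.24, -0.79, -1.02 and -0.80, each within its standard error of the paper's value. These 4 genes were not recomputed under each alternative. The legend of that plot gives 4 paired replicates, as many as the grafts per genotype at 1 day. For these genes, Tgfb1 and the highest shares, day 10 gave the values nearest the paper's, though the paper names no day.

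The paper lists interferon responses and allograft rejection among the pathways higher in NK cells of WT grafts. With the lists used here, which are not the Hallmark sets, the interferon alpha list was higher in WT grafts at day 10 (median log2 fold change of Rnls mut over WT -0.12, adjusted p = 0.0299 in the camera test), while the interferon gamma and allograft rejection lists had adjusted p of 0.880 and 0.726. In ILC1 none of these lists passed with the filter on low counts. Without that filter, the allograft rejection list (median -0.25) and the interferon alpha list (median -0.18) passed in ILC1 at day 10, and the interferon alpha list passed in NK cells over both days (median -0.15). NF-kB and early response genes were higher in ILC1 of Rnls mut grafts at day 17 (median 0.28, adjusted p = 0.00769). At day 10 they were lower there, and passed without the filter on low counts (median -0.44, adjusted p = 0.0493 in the camera test) but not with it. The paper states that Ifng and Tnf were lower in ILC1 of Rnls mut grafts. Ifng had the same direction here without passing the threshold. In the grafts with at least 10 ILC1, Tnf had 0 UMIs in Rnls mut grafts and 11 in WT grafts at day 10, and 12 and 20 over both days, in the paper's direction. At day 17 it had 12 UMIs in Rnls mut grafts and 9 in WT grafts. Ifng passes the unadjusted threshold over both days without the filter on low counts (-1.52, adjusted p = 0.0131) and with at least 1 cell per graft (-1.49). With each graft left out, Ifng ranged from -2.74 to -0.22 over both days, in fits that left 1 graft in a group. It also passes without the cells of highest doublet score (-1.55), with no filter and at least 1 cell (-1.51), and with at least 1 cell and the hashtag block (-1.33, and -1.26 without the filter), all settings chosen after seeing the values. The paper states that CD4+ T cells were elevated. Its figures quantify immune cell types of grafts by flow cytometry, while the shares here are of sequenced cells, so the measures may differ. The mean share of CD4+ T cells was 29.0% in Rnls mut grafts and 20.4% in WT grafts at day 10, and 22.6% and 19.4% over both days. At day 17 it was 16.3% in Rnls mut grafts and 18.4% in WT grafts. The exact permutation test gave p = 0.229 at day 10, 0.471 over both days and 0.743 at day 17.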

Other observations

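Among the values in this part, the shares of dendritic cells and granulocytes were singled out only after they were seen, and the other tests were planned.

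The number of genes past an unadjusted p of 0.05 was compared with other groupings of the same grafts within days, each fitted in the same way. For NK cells over both days, 94 of 100 groupings gave at least the 123 genes of the real one, with a median of 177.5. At day 17, 29 of 35 groupings gave at least as many. At day 10, the real grouping alone of 35 gave as many as 160 genes, against a median of 75, although 160 is no more than the 163.2 that chance gives at this threshold. Only the real grouping keeps the libraries apart, so at day 10 a difference between libraries is not separated from one between genotypes. For all CD45+ cells over both days, 10 of 40 groupings gave at least as many genes. For ILC1, 7 of 18 did, where 18 groupings cannot give a share under 1 in 20. For the gene lists, 75 of 100 groupings gave as many lists in NK cells over both days, 31 of 35 at day 17 and 78 of 100 in all CD45+ cells. At day 10, only the real grouping of 35 gave 4 lists in NK cells. In ILC1 over both days, where 0 lists passed, all 18 groupings gave as many.

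A lower share of NK cells in Rnls mut grafts at day 10 might arise from NK cells annotated as another type. The authors' Stem-Progenitor cells held 830 cells with a median of 9652 UMIs, high levels of the cell cycle genes Mki67 (340 CPM) and Top2a (922 CPM), and both Cd3e (473 CPM) and Ncr1 (79.2 CPM). At day 10, 33 of the 330 such cells of Rnls mut grafts and 19 of the 421 of WT grafts had a UMI of Ncr1 or Klrb1c and no Cd3 UMI. With these counted as NK cells, the difference at day 10 was -4.60 percentage points against -4.84. This does not decide the explanation, because single UMIs in cells of this depth can come from free RNA and no background share was estimated. A larger share of T cells in the denominator is not decided: without T cells, the difference at day 10 was -6.59 percentage points (exact permutation test, p = 0.114), and neither value passes the threshold. A lower number of NK cells in Rnls mut grafts stays open, as untested by shares alone.

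Of the 18 genes labelled in Supplementary Figure 1A, 5 passed the filter on low counts in NK cells. All 5 had the paper's direction at day 10, 1 at day 17 and 3 over both days. Without the filter, 18 had it at day 10, 9 at day 17 and 15 over both days. Of the 26 genes labelled in Supplementary Figure 1B, 7 passed the filter in ILC1, and 7 had the paper's direction at day 10, 5 at day 17 and 6 over both days. Without the filter the numbers were 26, 15 and 25. The paper picked these genes from the same grafts, so the tallies are not independent evidence. With p adjusted over the list alone, 5 of the NK cell genes and 5 of the ILC1 genes passed in the paper's direction at day 10 after the filter, against 1 and 0 adjusted over all genes tested.

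Dendritic cells made up a smaller share in Rnls mut grafts over both days, by -1.65 percentage points (exact permutation test, p = 0.0359, and 0.216 after adjustment over the 12 cell types). Granulocytes made up a larger share at day 10, by 2.26 percentage points (exact permutation test, p = 0.0286, and 0.343 after adjustment). Both fail the correction, and no explanation was tested.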
